# Parallel evolution of the *POQR* prolyl oligo peptidase gene conferring plant quantitative disease resistance

**DOI:** 10.1371/journal.pgen.1007143

**Published:** 2017-12-22

**Authors:** Thomas Badet, Derry Voisin, Malick Mbengue, Marielle Barascud, Justine Sucher, Pierre Sadon, Claudine Balagué, Dominique Roby, Sylvain Raffaele

## Abstract

Plant pathogens with a broad host range are able to infect plant lineages that diverged over 100 million years ago. They exert similar and recurring constraints on the evolution of unrelated plant populations. Plants generally respond with quantitative disease resistance (QDR), a form of immunity relying on complex genetic determinants. In most cases, the molecular determinants of QDR and how they evolve is unknown. Here we identify in *Arabidopsis thaliana* a gene mediating QDR against *Sclerotinia sclerotiorum*, agent of the white mold disease, and provide evidence of its convergent evolution in multiple plant species. Using genome wide association mapping in *A*. *thaliana*, we associated the gene encoding the POQR prolyl-oligopeptidase with QDR against *S*. *sclerotiorum*. Loss of this gene compromised QDR against *S*. *sclerotiorum* but not against a bacterial pathogen. Natural diversity analysis associated *POQR* sequence with QDR. Remarkably, the same amino acid changes occurred after independent duplications of *POQR* in ancestors of multiple plant species, including *A*. *thaliana* and tomato. Genome-scale expression analyses revealed that parallel divergence in gene expression upon *S*. *sclerotiorum* infection is a frequent pattern in genes, such as *POQR*, that duplicated both in *A*. *thaliana* and tomato. Our study identifies a previously uncharacterized gene mediating QDR against *S*. *sclerotiorum*. It shows that some QDR determinants are conserved in distantly related plants and have emerged through the repeated use of similar genetic polymorphisms at different evolutionary time scales.

## Author summary

Plant disease resistance is mediated by molecular components depending on pathogens infection strategy. *Sclerotinia sclerotiorum* is a devastating plant pathogenic fungus notorious for its ability to infect a wide variety of plant species by rapidly triggering cell death. Plant exhibit a response designated as quantitative disease resistance (QDR) when challenged by *S*. *sclerotiorum*, the molecular bases of which are largely unknown. Here we used genome wide association mapping a natural population of *Arabidopsis thaliana* host to identify the POQR prolyl oligopeptidase gene involved in QDR against *S*. *sclerotiorum*, and validate its function. We associate specific amino-acid changes in POQR sequence to increased QDR in *A*. *thaliana* accessions. Remarkably, the same changes occurred in multiple plant lineages. We demonstrate the parallel evolution of *POQR* in *A*. *thaliana* (*Brassicaceae*) and tomato (*Solanaceae*), showing that this gene evolved through duplication followed by similar sequence and expression divergence in these two distant plant lineages. These findings expand on the diversity of molecular functions involved in QDR and suggest that the evolution of QDR against broad host range pathogens is repeatable to some extent.

## Introduction

Plant pathogens are major threats to biodiversity in natural ecosystems and to food security worldwide. Plant disease resistance is mediated by an elaborate multilayered system of defense, sometimes including resistance (*R*) genes conferring complete resistance against a limited number of pathogen genotypes and encoded by nucleotide-binding site leucine-rich repeat (NBS-LRR) proteins [1]. Substantial progress has been made in understanding the genetic and molecular bases of R-gene mediated resistance [2,3]. However, for some important plant diseases, especially those caused by necrotrophic and broad host range pathogens, *R* genes of major effect are unknown. The only available form of resistance to these diseases is Quantitative Disease Resistance (QDR). QDR is based on complex inheritance, involving numerous genes of small effect [4–6]. QDR is frequent in crops and natural plant populations, and is of practical importance in agriculture because it is often more durable than R-mediated resistance [7]. In addition, the identification of genes underlying QDR is expected to provide fundamental insights into the diversity of plant immune responses and prediction of evolutionary trajectories of natural populations. To date, the molecular bases of QDR have been identified only in few cases and involve remarkably diverse molecular functions [6,8,9].

*Sclerotinia sclerotiorum* is an Ascomycete fungus, causal agent of the white mold and stem rot diseases. It is considered as a typical necrotrophic pathogen, using secreted proteins and metabolites to rapidly kill host cells and complete its infection cycle [10,11]. *S*. *sclerotiorum* is also notorious for its remarkably broad host range, encompassing several hundred Eudicot species in about a hundred botanical families [12,13]. *S*. *sclerotiorum* notably infects soybean, tomato and rapeseed on which it causes several hundred million dollar losses annually [14,15]. Besides rapeseed, *S*. *sclerotiorum* is also a natural pathogen of other *Brassicaceae* such as *Arabidopsis* species [16]. On *A*. *thaliana* natural populations, *S*. *sclerotiorum* causes symptoms ranging from high susceptibility to relative tolerance, corresponding to a typical QDR response [17]. The role of a few *A*. *thaliana* genes in resistance to *S*. *sclerotiorum* is beginning to emerge (for a review: [18]), notably through association genetics approaches [19]. Thanks to its reduced linkage disequilibrium and extensive genotyping information, *A*. *thaliana* is an excellent model to deploy genome wide association (GWA) mapping to identify QDR genes [20,21].

A better understanding of plant QDR genes function and molecular evolution is critical to increase the durability of disease resistance mechanisms used in the field, a major challenge for plant breeding and evolutionary biology. *S*. *sclerotiorum* lineage gained the ability to infect *Brassicacea* and *Solanaceaea* plants, among others, after the divergence with *S*. *trifoliorum* lineage, about 8.2 million years ago [13]. The divergence between ancestors of the *Brassicaceae* and *Solanaceaea* plant families is estimated to about 120 million years ago [22]. While most NBS-LRR genes show dramatic lineage-specific expansions and contractions with diverse rates of sequence variation [23,24], a few NBS-LRR gene clusters have likely been conserved over 100 million years in core eudicot genomes [25]. The persistence of function and polymorphism after several million years of divergence has been documented in some orthologous *R* genes such as *Rpm1* in *A*. *thaliana* [26] or members of the *Mla* family in *Triticaea* [27]. This pattern is often indicative of balancing selection acting on resistant and susceptible haplotypes [28]. Similar balancing selection has been identified for the *RKS1* gene conferring quantitative disease resistance to the bacterial pathogen *Xanthomonas campestris* pv. *campestris* (*Xcc*) in *A*. *thaliana* [21]. However, our knowledge of the mechanisms underlying the evolution of QDR genes is very limited. Furthermore, how genes associated with QDR against *S*. *sclerotiorum* evolved in the multiple lineages it infects remains largely unknown.

In this work, we reveal the parallel evolution, in distinct plant lineages, of sequence and expression polymorphisms associated with quantitative disease resistance against the fungal pathogen *S*. *sclerotiorum*. Using genome wide association mapping in *A*. *thaliana* populations, we associated the prolyl-oligopeptidase (POP) gene *POQR* with quantitative disease resistance against *S*. *sclerotiorum*. The phenotypic analysis of two null mutant lines confirmed that *POQR* confers partial resistance to *S*. *sclerotiorum*. Next, we highlight the long term co-existence of *POQR* alleles in *A*. *thaliana* and associate high level of disease resistance with specific amino acid substitutions. Furthermore, similar amino acid substitutions occurred independently in POQR in distinct plant lineages, following independent gene duplications. Genome wide analysis of the POP family in *A*. *thaliana* and *S*. *lycopersicum* indicated that the emergence of POQR resulted from parallel (i) gene duplications, (ii) amino acid substitutions and (iii) gain of gene induction upon *S*. *sclerotiorum* challenge in these two species. We report parallel divergence in gene expression upon *S*. *sclerotiorum* infection for *POQR* and multiple genes that duplicated both in *A*. *thaliana* and *S*. *lycopersicum*. Our findings provide one of the very few functions known for prolyl-oligopeptidases in plants and reveal that the molecular evolution of quantitative resistance against generalist pathogens can follow the same trajectory several times independently in distinct lineages.

## Results

### Genome wide association mapping in a European *A*. *thaliana* population associates *At1g20380* with quantitative disease resistance against *S*. *sclerotiorum*

To identify genetic loci associated with QDR to *S*. *sclerotiorum*, we used Genome Wide Association (GWA) mapping in *A*. *thaliana* natural populations. For this, we scored disease index six days after leaf inoculation on 84 *A*. *thaliana* European accessions. We used the average disease severity index (DSI) from 6 to 16 plants per accession (S1 File). Observed phenotypes covered most of the range (Fig 1A). The most resistant accession was Ei2 (6915) with a DSI of 1.99 ± 0.39, while the most susceptible accession was ALL15 (4) with a DSI of 5.92 ± 0.14. There was no obvious structure in the geographic distribution of this phenotype (Fig 1B).

**Fig 1:**
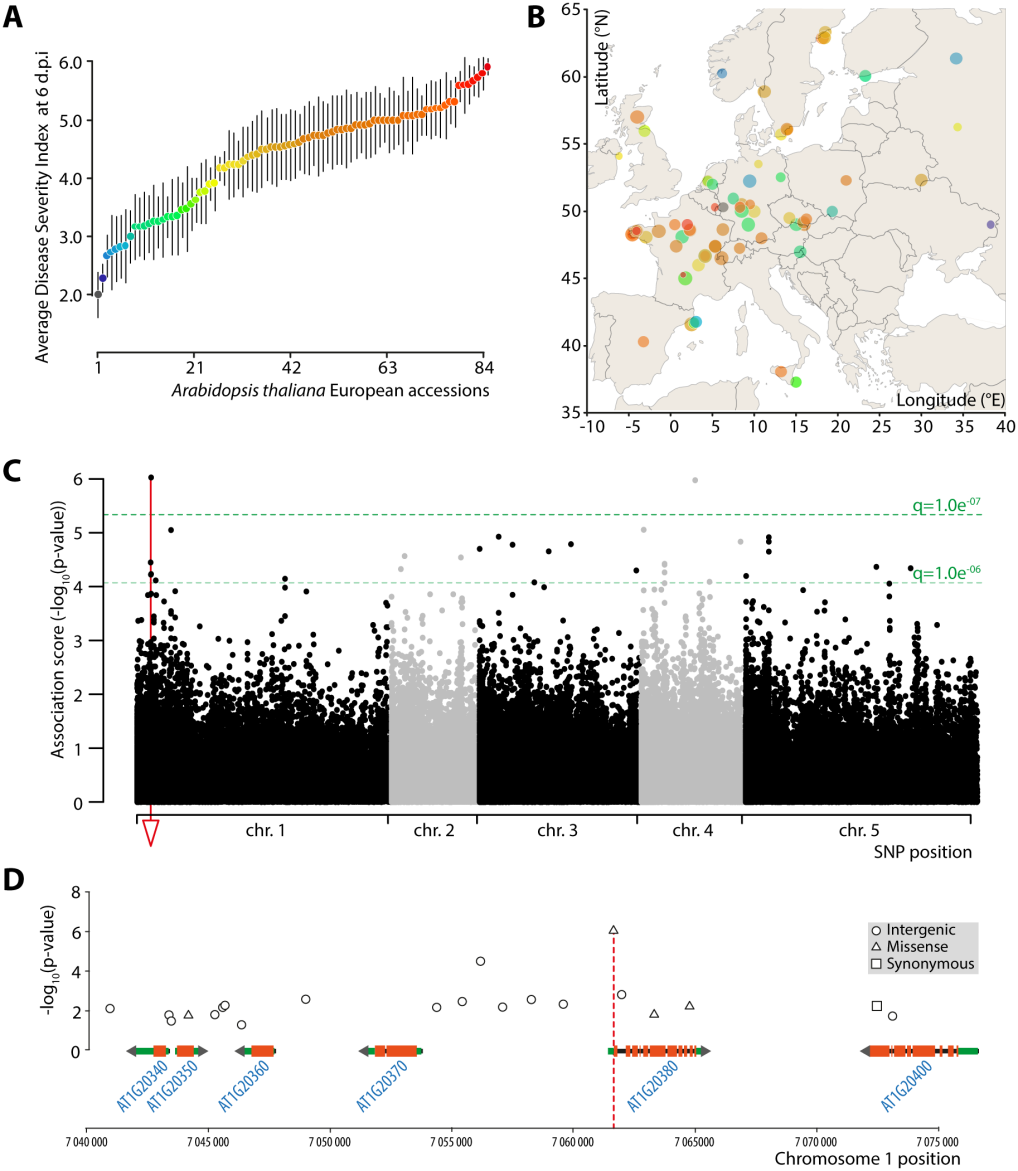
Genome wide association mapping in a European *A*. *thaliana* population associates *At1g20380* with quantitative disease resistance against *S*. *sclerotiorum*. **(A)** Distribution of disease severity index (DSI) at 6 days after inoculation by *S*. *sclerotiorum* in 84 *A*. *thaliana* European accessions. Values shown are averages for 6 to 16 plants per genotype, with error bars showing standard deviation. Points are colored from blue to red according to average DSI. **(B)** Geographic origin of the accessions used in this work, in relation with their average DSI (same color code as in A). Points are sized according to DSI standard deviation. **(C)** Manhattan plot of GWAS results for DSI after S. *sclerotiorum* inoculation. Dotted green lines show false discovery rate thresholds, the red line show the position of the *POQR* locus. Chr., chromosome. **(D)** Close-up of the major association peak centered on *POQR* locus. Only SNPs with association score greater than 1.25 are shown.

Next, we performed a genome wide association analysis using a mixed model algorithm on single nucleotide polymorphism data from the *A*. *thaliana* 250K chip (S2 File, S1 Table). This revealed two significant loci at the false-discovery rate (FDR) level of q < 1.0.e^-07^ which corresponds to–log_10_(p-value) of 5.25. The highest association value, -log_10_(p-value) = 6.03, corresponded to a missense SNP located on chromosome 1 (position 7 061 677) within the predicted coding sequence of the gene *At1g20380* (Fig 1C and 1D). *At1g20380* encodes an uncharacterized prolyl-oligopeptidase hereby named *POQR* (Prolyl-Oligopeptidase associated with Quantitative Resistance).

### The *poqr-1* and *poqr-2* mutant lines are impaired in quantitative disease resistance against *S*. *sclerotiorum*

To directly test the role of *POQR* in quantitative disease resistance against *S*. *sclerotiorum*, we analyzed the phenotype of two Col-0 insertion mutant lines. The *poqr-1* line (SALK_121407C) and the *poqr-2* line (SALK_027815C) had a T-DNA insertion in the second and tenth exon of the *POQR* gene respectively (S1 Fig). We detected truncated transcripts in healthy plants of both lines, encoding proteins truncated after amino acids 53 (*poqr-1*) and 681 (*poqr-2*), instead of 732 in the wild type protein. Quantitative RT-PCR analysis showed that *POQR* was induced ~5.2 times upon *S*. *sclerotiorum* infection in Col-0 wild type plants but this induction was abolished in *poqr* mutants (S1 Fig). The *poqr-1* and *poqr-2* mutant lines showed no obvious macroscopic developmental and growth defects (S1 Fig).

We used a strain of *S*. *sclerotiorum* constitutively expressing the green fluorescent protein to determine the extent to which *POQR* affects the ability of *S*. *sclerotiorum* to colonize *A*. *thaliana* leaves (Fig 2A and 2B). The average area colonized by the fungus 24 hours after inoculation was ~61 mm^2^ in the Col-0 wild type, ~96 mm^2^ in the susceptible mutant *rlp30-1* [19], ~87 mm^2^ and ~90 mm^2^ in the *poqr-1* and *poqr-2* mutants (Student’s t test with Benjamini-Hochberg correction p-value = 0.04 and 0.035 respectively). Therefore, *POQR* disruption results in a clear increase in leaf colonization by *S*. *sclerotiorum*. In agreement, we measured an increase in disease lesion size on *poqr* mutant lines compared to wild type 36 hours after inoculation by *S*. *sclerotiorum* isolate 1980 (S1 Fig). In these assays, lesions on *poqr1* were intermediate between Col-0 and *poqr2*. Consistent with previous report on natural accessions susceptibility to *S*. *sclerotiorum* [17], Rubenzhnoe showed the smallest and Shadahra the largest lesions in our experiments.

**Fig 2:**
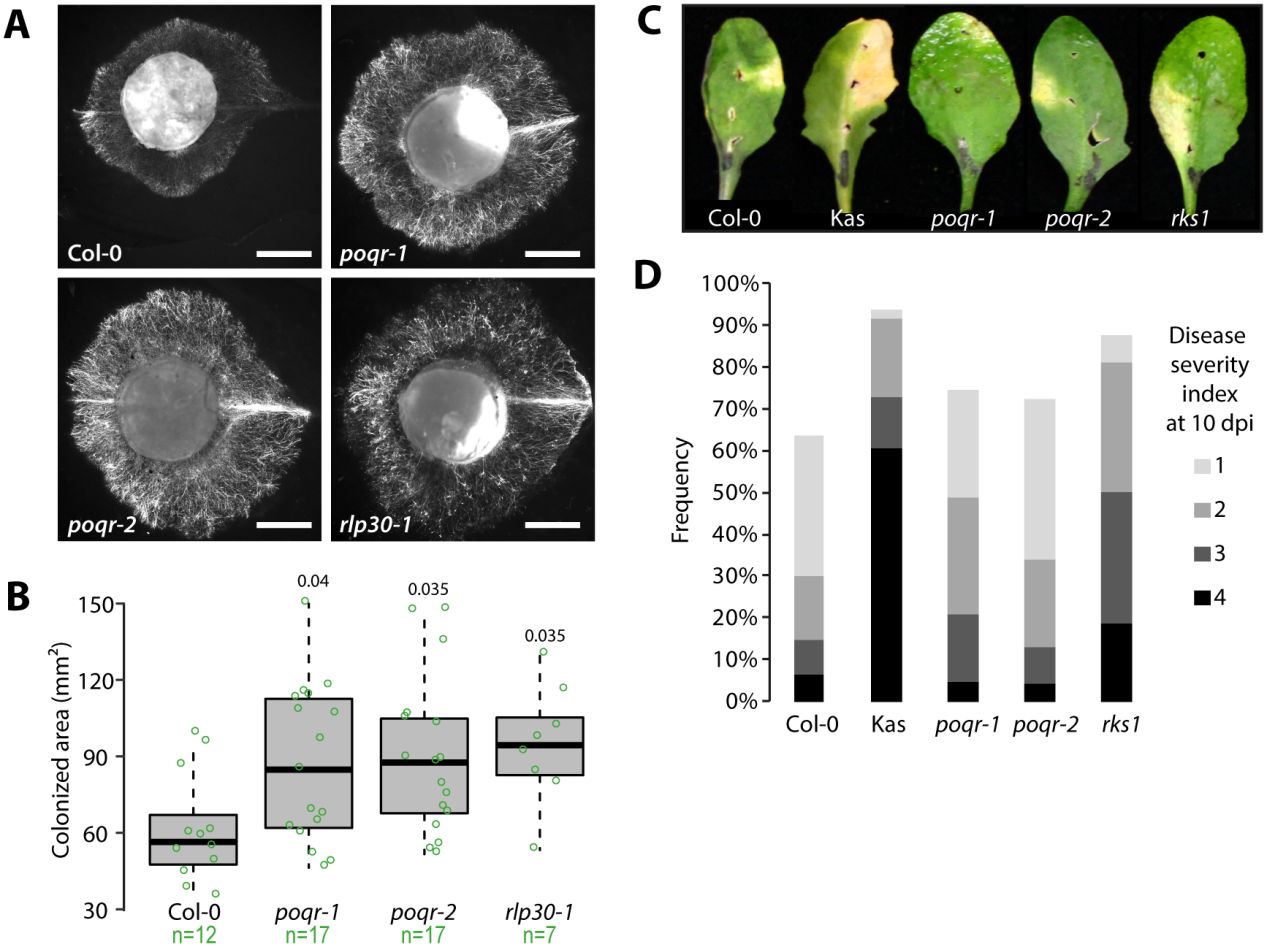
POQR confers enhanced quantitative disease resistance against *S*. *sclerotiorum*. **(A)** Representative pictures of area colonized by *S*. *sclerotiorum* expressing GFP, 24 hours after inoculation. Bar = 2.5 mm. **(B)** Measure of leaf area colonized by *S*. *sclerotiorum* 24 hours after inoculation. Values are shown for n = 7 to 17 individual plants per genotype from two independent biological experiments. Significance of the difference from Col-0 was assessed by a Student’s t test with Benjamini-Hochberg correction for multiple testing (p-values indicated above boxes). **(C)** Pictures of representative symptoms on *A*. *thaliana* leaves 10 days after inoculation by *X*. *campestris* pv. *campestris*. **(D)** Proportion of plants presenting a disease severity index of 1, 2, 3 or 4 at 10 days after inoculation (dpi) by *X*. *campestris* pv. *campestris*. Counts from n = 32 to 48 individual plants per genotype from three independent biological experiments.

To test whether *poqr* mutants are altered in a general biotic stress response pathway, we challenged *A*. *thaliana* wild type, control and *poqr* mutant plants with the bacterial pathogen *Xanthomonas campestris* pv. *campestris* (Fig 2C and 2D). We scored symptoms following the DSI method of [21] at 10 days post inoculation. Severely diseased plants (DSI 3 or 4) were limited to 15% of Col-0 wild type plants at this time. As expected, the Kashmir accession and *rks1-1* mutant appeared clearly more susceptible than the wild type, with 73% and 50% of plants showing a DSI 3 or 4 respectively [21]. Severely diseased plants (DSI 3 or 4) represented 21% of *poqr-1* plants, and 13% of *poqr-2* plants, similar to the wild type. To broaden our view of the plant pathogens to which POQR respond, we exploited publicly available *A*. *thaliana* gene expression data (S2 Fig). These data suggested that *POQR* is induced rather specifically during the response to leaf-infecting necrotrophic fungal pathogens such as *Botrytis cinerea* and *Alternaria brassicicola*. These results confirm the identification of a new genetic component of *A*. *thaliana* QDR and demonstrate a positive and relatively specific role for *POQR* in QDR against *S*. *sclerotiorum*.

### *POQR* sequence polymorphisms associate with QDR in *A*. *thaliana*

To get insights into the link between POQR natural diversity and its function in QDR, we first analyzed the distribution of DSI in *A*. *thaliana* accessions harboring either a cytosine or a thymine at the top associated SNP in our GWA mapping (position 7061677 on chromosome I) (Fig 3A). The median DSI was ~3.3 for accessions with a cytosine and ~4.8 for accessions with a thymine at this position (Student’s t test p-value = 1.3e^-05^).

**Fig 3:**
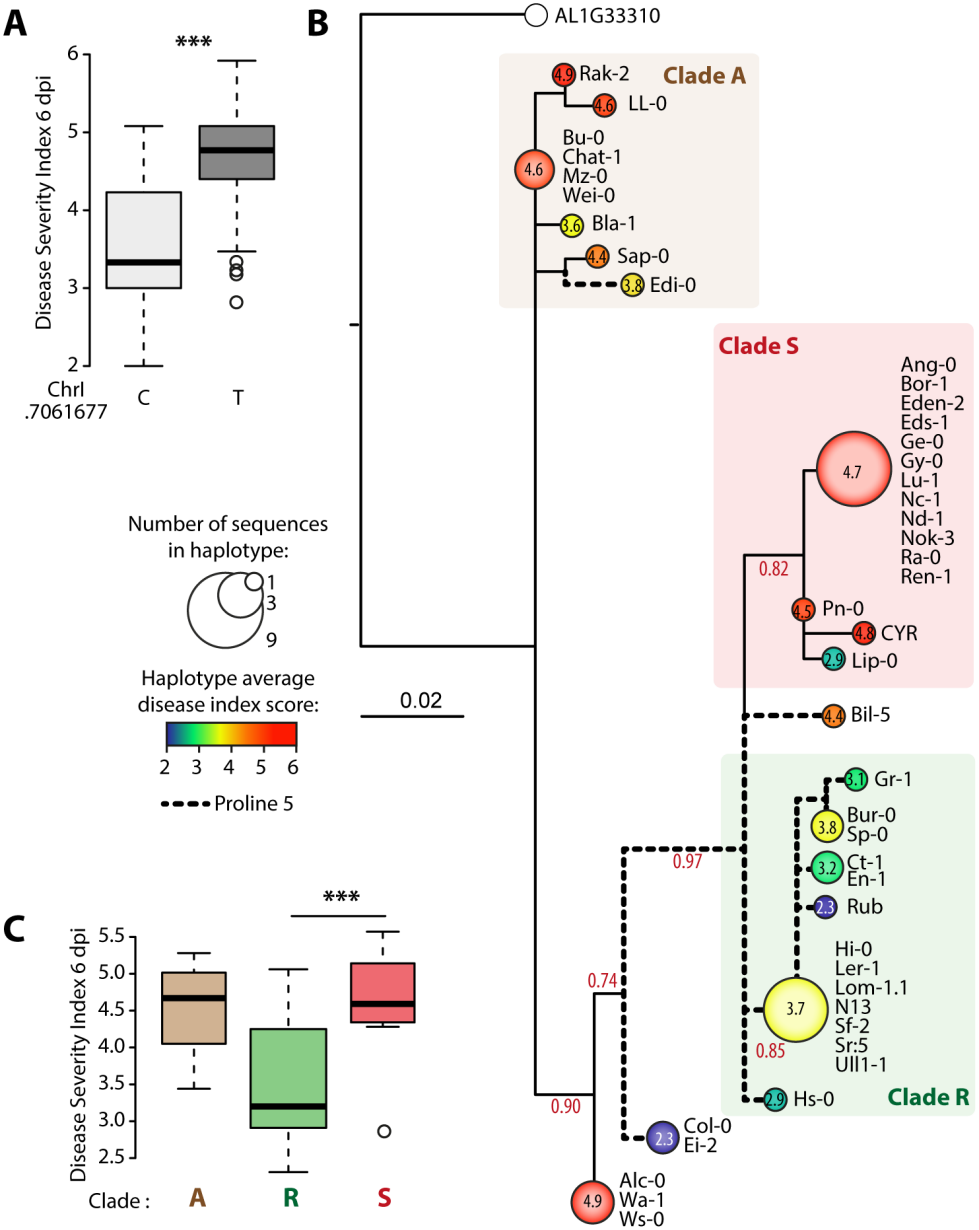
Natural diversity at *POQR* locus in *A*. *thaliana* associates sequence and expression polymorphism with QDR. (A) Distribution of disease severity index for accessions harboring either a C or a T at position 7061677 of chromosome 1, corresponding respectively to a proline or serine at POQR amino acid position 5 (*** Student’s t test p-value<0.01). **(B)** Maximum likelihood phylogenetic tree of POQR protein sequences in 46 *A*. *thaliana* accessions. Identical sequences were collapsed; nodes are sized proportionally to the number of accessions with identical POQR isoform, and colored according to the average disease severity index after *S*. *sclerotiorum* inoculation, indicated at the center of each node. Nodes are labeled with accessions forming the corresponding group. Portions of the network corresponding to clades A, S and R are highlighted with colored background. Branches carrying POQR isoforms with a proline at position 5 are shown as bold dotted lines. Support corresponding to an SH-like approximate likelihood-ratio test is shown for major branches. **(C)** Distribution of disease severity index 6 days after *S*. *sclerotiorum* inoculation in major POQR clades (*** Student’s t test p-value<0.01).

Next, we analyzed the natural diversity of POQR protein sequence in 46 accessions from our European GWA population [29]. We verified by PCR sequencing the N-terminal sequence of *POQR* in 8 *A*. *thaliana* accessions (S3 File). We constructed a maximum likelihood phylogenetic tree with POQR sequence from 46 European accessions plus the Col-0 accession, and used *A*. *lyrata* POQR sequence (AL1G33310) to root the tree (Fig 3B, S4 File). This revealed three major well-supported clades, including 9, 14 and 15 POQR sequences. We mapped average DSI for each POQR isoform to highlight contrasted DSI values in each clade. Clade A (‘Ancestral’) includes 9 accessions with median DSI of 4.6, clade R (‘Resistant’) includes 14 accessions with median DSI of 3.2 and clade S (‘Susceptible’) includes 15 accessions with median DSI of 4.5. The divergence of clades R and S associates with significant differences in DSI (Student’s t test p-value = 2.9e^-03^) and involved the substitution of POQR serine 5 into a proline (S5P polymorphism), which corresponds to the SNP with the highest association value in our GWA analysis (Fig 3C). The S5P polymorphism showed a discontinuous phylogenetic distribution. Accessions containing the S5P polymorphism are more resistant than sister lineages. The S5P polymorphism is notably common to all accessions in clade R, which includes 8 of the 10 most resistant accessions included in this analysis.

### Convergent sequence evolution of *POQR* homologs in multiple plant lineages

To explore POQR diversity across plants, we searched for *POQR* homologs in the complete genome of 40 plant species and constructed a maximum likelihood phylogenetic tree using *Volvox carteri POQR* homolog as a root (Fig 4A, S5 File). We retrieved a total of 75 *POQR* homologs, with 11 species harboring a single *POQR* homolog, 24 species harboring two *POQR* homologs, 4 species with three *POQR* homologs and one species with four *POQR* homologs (S5 File). The most parsimonious tree defined six well delimited clades corresponding to (i) Bryophyta, (ii) Brassicales, (iii) Solanales, (iv) Fabales, (v) other Eudicots and (vi) Poales, suggesting that for genomes including multiple *POQR* paralogs, duplications are posterior to the divergence of the corresponding plant orders. The Brassicales, Solanales, Fabales and Poales clades showed clear duplication patterns in all species analyzed. This indicates parallel duplication of *POQR* ancestral gene early in the evolution of Brassicales, Solanales Fabales, and Poales, consistent with paleo-polyploidization by whole genome duplications in several angiosperm lineages between ~75 and 25 million years ago (Mya) [30].

**Fig 4:**
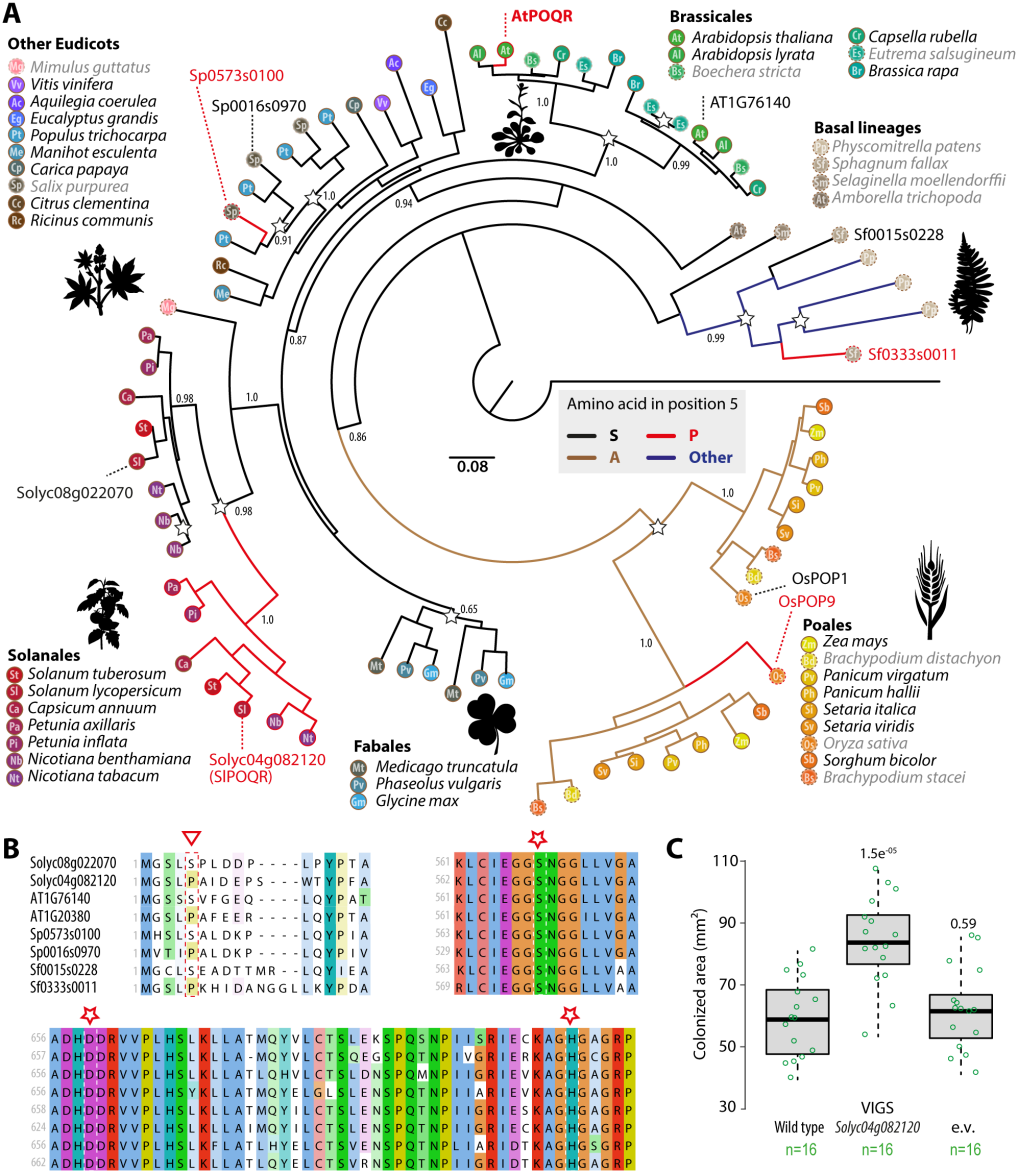
Parallel sequence evolution of POQR homologs in multiple plant lineages. **(A)** Maximum likelihood phylogenetic tree including the 75 best *POQR* homologs from 40 plant species. Terminal nodes are colored and labeled according to plant species, following the legend shown around the tree. Species belonging to a genus for which *S*. *sclerotiorum* infection has not been reported are shown with dotted nodes and labeled in grey (data from https://nt.ars-grin.gov/fungaldatabases/). Support corresponding to an SH-like approximate likelihood-ratio test is shown for major branches. Branches are colored according to amino acid in position 5 of POQR sequences. POQR homologs from *Sphagnum fallax*, *Arabidopsis thaliana*, *Solanum lycopersicum*, *Salix purpurea* and *Oryza sativa* are labeled with corresponding identifiers from the Phytozome database. **(B)** Multiple sequence alignment of POQR homologs from *Sphagnum fallax*, *Arabidopsis thaliana*, *Solanum lycopersicum*, *Salix purpurea* and *Oryza sativa* showing diversity at position 5 (triangle) and conservation of the catalytic triad (stars). **(C)** Measure of leaf area colonized by *S*. *sclerotiorum* 24 hours after inoculation in wild type tomato plants, plants silenced for POQR by virus induced gene silencing (VIGS) and plants carrying the empty viral vector (e.v.). Values are shown for n = 16 individual plants per genotype from two independent biological experiments. Significance of the difference from wild type was assessed by a Student’s t test with Benjamini-Hochberg correction for multiple testing (p-values indicated above boxes).

Polymorphism at position 5 of the POQR protein was associated with QDR against *S*. *sclerotiorum* in *A*. *thaliana*. We highlighted the evolution of position 5 in the evolution of POQR across plants (Fig 4A). Among Bryophyta and Dicotyledones, 77% of POQR proteins showed a Serine at position five, while in Monocotyledones, all but one POQR proteins had an Alanine at position five. With the exception of sequences from *P*. *patens* that had Glycines at position five, all 10 remaining POQR proteins had a Proline at position five. The genome of *Sphagnum fallax*, *A*. *thaliana*, *Salix purpurea* and 6 Solanales species, including *Solanum lycopersicum*, all contain *POQR* homologs with a Serine at position five and others with a Proline at position five (Fig 4B). Similarly, the genome of *Oryza sativa* includes one *POQR* homolog with an Alanine at position five (*OsPOP1*) and an ortholog with a Proline at position five (*OsPOP9*).

In *A*. *thaliana* Col-0 genome, At1g76140 is AtPOQR closest paralog (81.4% identity at the protein level) and harbors a Serine at position five, instead of a Proline in AtPOQR. 

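In the TAIR10.1 annotation, *AtPOQR* (AT1G20380) lies on chromosome 1 from 7061442 to 7065242 on the forward strand. Its transcript AT1G20380.1 has 11 exons and encodes a protein of 731 residues. The coding sequence starts with ATGGGATCTCTCCCTGCGTTTGAA, which is translated to MGSLPAFE. Codon 5 is CCT, for Proline, and occupies positions 7061677 to 7061679 in exon 1. AT1G76140 lies on chromosome 1 from 28571119 to 28575036, and its protein AT1G76140.1 is annotated with 795 residues because it carries a longer N-terminal end. The residue aligned to position 5 of *AtPOQR* is a Serine, residue 69 of that annotated protein, encoded by TCG at positions 28571391 to 28571393 in exon 1. The aligned start of the paralog reads MGSSSVFG. The alignment of the 731 residues of *AtPOQR* holds 595 identical residues. At the nucleotide level, 0 of the 2637 words of 50 bases in *AtPOQR* transcripts occurred in AT1G76140 transcripts.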

In *S*. *lycopersicum* Heinz genome, Solyc08g022070 is the closest paralog of SlPOQR (Solyc04g082120, 78.4% identity at the protein level) and harbors a Serine at position five, instead of a Proline in SlPOQR. To study the evolutionary history of POQR sequence, we performed ancestral sequence reconstruction with FastML (S6 File). We compared POQR homologs from *Brassicaceae*, *Solanaceae* and *Poales* with their respective ancestral sequences prior gene duplication in these lineages. This revealed the occurrence of S5P and F613Y substitutions in parallel in AtPOQR, OsPOP9 and in all seven *Solanaceae* species analyzed (p-value of these substitutions occurring in three independent lineages is 7.5e^-09^). We noted two additional amino acid substitutions that occurred in parallel in AtPOQR and SlPOQR (V119I and A533S) that could have contributed to POQR sequence adaptation to function in QDR.

To support a role for *POQR* in QDR against *S*. *sclerotiorum* in tomato, we used a virus-induced gene silencing (VIGS) approach to silence *POQR* in tomato (Fig 4C). Eighteen days after delivery of the viral constructs, plants were inoculated with a GFP-expressing *S*. *sclerotiorum* strain. Plants carrying the *POQR*-silencing construct showed an average ~57% reduction in *POQR* expression during *S*. *sclerotiorum* infection as compared to wild type plants and plants carrying the empty viral construct (S3 Fig). The area colonized by the fungus 24 hours after inoculation was measured using fluorescence imaging. Consistent with results obtained in *A*. *thaliana poqr* mutant lines, we found that *POQR* silencing in tomato resulted in colonized areas ~1.42 times larger than in wild type plants and ~1.36 times larger than plants carrying the empty viral construct. These results indicate parallel duplication and convergent sequence evolution of *POQR* homologs in multiple plant lineages.

### Parallel evolution of *POQR* gene induction upon *S*. *sclerotiorum* infection in *A*. *thaliana* and *S*. *lycopersicum*

The *A*. *thaliana* Prolyl-olypeptidase (POP) family includes 11 members harboring a peptidase S9 catalytic domain (PF00326) (S4 Fig, S7 File). Two AtPOPs have been studied functionally: *At5g20520* encodes WAV2, a negative regulator of skewing root patterns [31], and *At4g14570* encodes an acyl-amino acid-releasing enzyme (AARE) mostly present in chloroplasts [32]. Five AtPOPs, including POQR, also harbor a Prolyl-oligopeptidase N-terminal beta-propeller domain (PF02897) which functions in limiting the access of the enzyme catalytic triad to small (<30 aa) unstructured peptides [33,34] (S4 Fig). In tomato, the POP family includes 13 members, four of which harbor the N-terminal beta-propeller domain (S4 Fig). In phylogenies including *A*. *thaliana* and *S*. *lycopersicum* POPs, At1g76140 and AtPOQR on the one hand, and Solyc08g022070 and Solyc04g082120 (SlPOQR) on the other hand, formed well resolved pairs, supporting the conclusion that they duplicated after the divergence of the two plant species (Fig 5A, S7 File).

**Fig 5:**
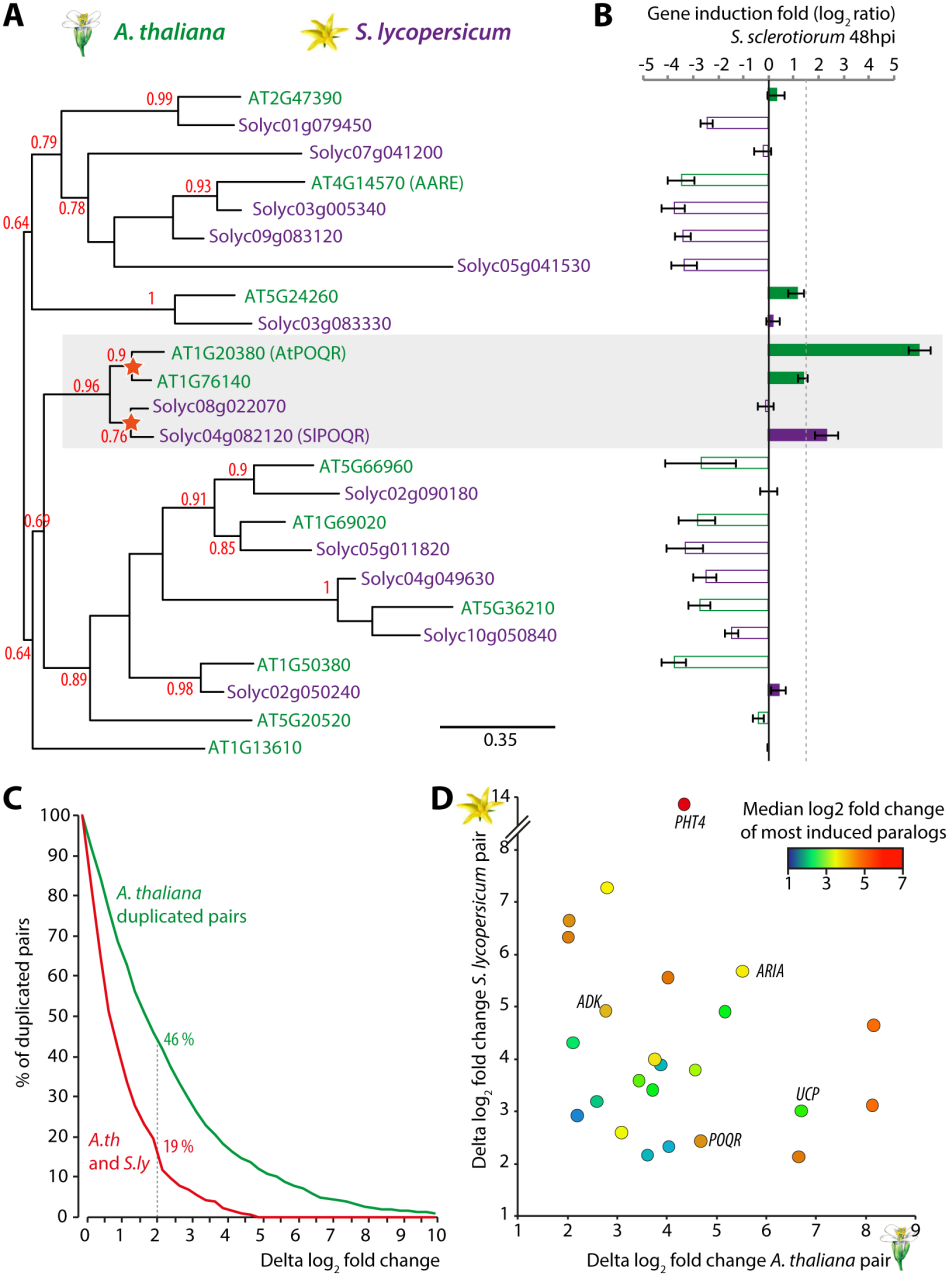
Parallel evolution of *POQR* gene induction upon *S*. *sclerotiorum* infection in *A*. *thaliana* and *S*. *lycopersicum*. **(A)** Maximum likelihood phylogenetic tree of *A*. *thaliana* (green) and *S*. *lycopersicum* (purple) prolyl-oligopeptidase (POP) family. Support corresponding to an SH-like approximate likelihood-ratio test is shown for major branches. Stars indicate gene duplication events. **(B)** Expression of *A*. *thaliana* and *S*. *lycopersicum POP* genes upon inoculation by *S*. *sclerotiorum*. Values show average log_2_ fold change (LFC) compared to mock-treated plants from three independent biological replicates, error bars show s.e.m. **(C)** Distribution of duplicated gene pairs according to their difference in LFC. Distribution is shown for duplicated gene pairs from *A*. *thaliana* (green, 1083 pairs) and genes duplicated both in *A*. *thaliana* and *S*. *lycopersicum* (red, 216 pairs of pairs). **(D)** Distribution of 21 clusters of gene duplicated both in *A*. *thaliana* and *S*. *lycopersicum* according to the delta LFC in *A*. *thaliana* gene pair (X-axis) and *S*. *lycopersicum* gene pair (Y-axis). The color code shows median of the two highest LFCs in a cluster. Labels refer to clusters commented in the text.

To further support convergent evolution of *POQR* homologs in *A*. *thaliana* and *S*. *lycopersicum*, we first analyzed global gene expression in response to *S*. *sclerotiorum* in *A*. *thaliana* and *S*. *lycopersicum* (S8 File). 

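Messenger RNA was sequenced from mature leaves of *A*. *thaliana* Col-0 and *S*. *lycopersicum* Heinz plants aged 4 weeks. The plants had been inoculated or not with *S*. *sclerotiorum*, a fungal pathogen that causes necrotic lesions, and 3 biological replicates were made for each species and treatment. The tissue taken from inoculated plants was the edge of lesions of 15 to 30 mm in diameter, and the axis of Fig 5B gives the time as 48 hours after inoculation. The authors mapped single reads of 125 bases with CLC Genomics and deposited RPKM values (mapped reads relative to exon length and to all mapped reads of the library) for 31435 *A*. *thaliana* and 34761 *S*. *lycopersicum* identifiers, with no scaling between libraries. The files hold no read counts, but the RPKM of a gene times its length should be a whole multiple of a single number in each library. The number of mapped reads was worked out from this, with 99.3 to 99.6% of the low values used in *A*. *thaliana* being such multiples, and from 12 *POP* genes alone in *S*. *lycopersicum*. It ranged from 17.7 to 21.5 Mreads (mega, SI prefix) in not inoculated *A*. *thaliana* libraries, from 6.29 to 8.09 Mreads in inoculated *A*. *thaliana* libraries, from 18.4 to 21.0 Mreads in not inoculated *S*. *lycopersicum* libraries and from 7.78 to 8.63 Mreads in inoculated *S*. *lycopersicum* libraries. The 100 highest genes of a library held 24.3 to 27.3% of the RPKM total in not inoculated and 34.2 to 38.5% in inoculated *A*. *thaliana* libraries. In *S*. *lycopersicum* these shares were 26.0 to 36.6% and 25.6 to 27.9%. For the comparisons, libraries were scaled by a trimmed mean of log ratios, genes with an RPKM of at least 1 in at least 3 libraries of the species were kept (15894 in *A*. *thaliana* and 17049 in *S*. *lycopersicum*), and the log2 of the scaled RPKM plus 0.1 was tested with limma. The median log2 fold change of all kept genes was -0.31 in *A*. *thaliana* and -0.10 in *S*. *lycopersicum* after this scaling, and -1.83 and -0.94 with the RPKM as deposited. Across genes, which are not independent replicates, libraries of the same treatment correlated with r from 0.913 to 0.972 in *A*. *thaliana* and from 0.902 to 0.971 in *S*. *lycopersicum*. Libraries of different treatments correlated with r from 0.207 to 0.309 and from 0.340 to 0.580. 

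**Figure D1:**
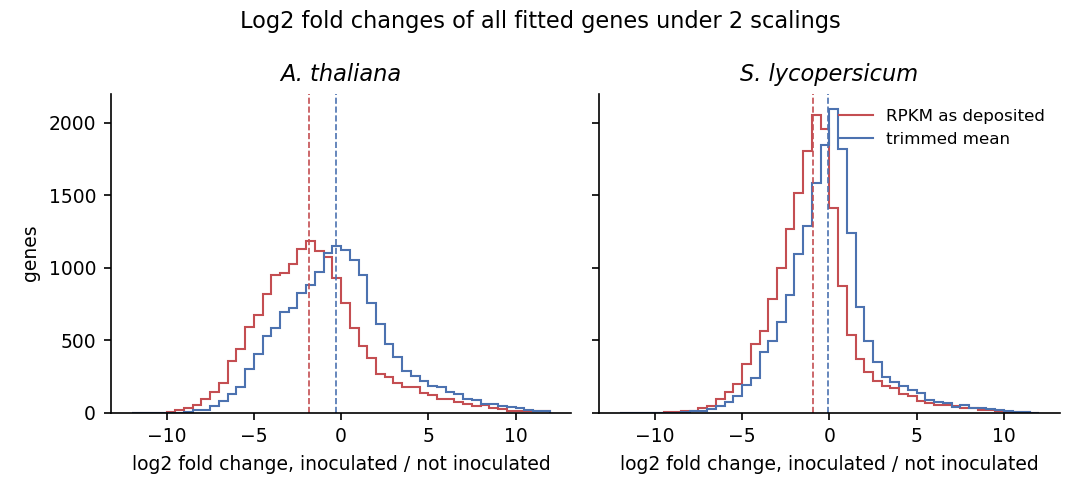
Number of genes (y-axis) by log2 fold change between inoculated and not inoculated plants (x-axis, bins of 0.5) with the RPKM as deposited and after scaling by a trimmed mean of log ratios, for 15894 *A*. *thaliana* and 17049 *S*. *lycopersicum* genes. Dashed lines mark the median of all genes, which moved from -1.83 to -0.31 in *A*. *thaliana* and from -0.94 to -0.10 in *S*. *lycopersicum*.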

We detected 4,703 genes (16.4%) significantly upregulated (log fold change LFC>1.5, adjusted p-value<0.01) and 5,813 genes (20.3%) significantly down-regulated in *A*. *thaliana*. 

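In *A*. *thaliana*, 4012 of the 15894 fitted genes (25.2%) had a log2 fold change above 1.5 with an adjusted p-value below 0.01 (limma with Benjamini-Hochberg adjustment), and 5070 (31.9%) had one below -1.5. Relative to all 31435 identifiers, these were 12.8% and 16.1%. With the replicate number as a block, 4021 genes were upregulated and 4983 were downregulated. The numbers hardly pair the libraries, since the deviations of same-numbered libraries from their group means correlated across genes with a mean r of 0.0152, against -0.0077 for libraries with different numbers. The RPKM as deposited gave 2207 upregulated and 8537 downregulated genes, and a limma test of a change larger than 1.5 gave 2649 and 2739. The genes with the largest rise among those with a mean RPKM of at least 5 were CYP71A13 (AT2G30770) and CYP71B21 (AT3G26190), both named cytochrome P450 family 71 in the annotation. CYP71A13, on chromosome 2 from 13109909 to 13111988, went from an RPKM of 1.03 ± 0.662 (SD, n = 3) to 4230 ± 784 (SD, n = 3), a log2 fold change of 13.47 (standard error 0.38, limma adjusted p = 2.77e-07), and 20.3% of its words of 50 bases occur in other genes. CYP71B21, on chromosome 3 from 9583465 to 9585109, went from 0.186 ± 0.160 (SD, n = 3) to 1155 ± 307 (SD, n = 3), a log2 fold change of 13.28 (standard error 0.35, limma adjusted p = 2.29e-07). The largest falls were those of AT1G72600, a hydroxyproline-rich glycoprotein family gene (log2 fold change -10.12, standard error 0.68), and of AT5G38980 (log2 fold change -8.99, standard error 0.74). AT1G72600 shares 79.5% of its words of 50 bases with other genes, so its reads could be split between copies.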

In *S*. *lycopersicum*, 3,513 genes (10%) were upregulated and 4,556 (12.9%) were down-regulated. 

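In *S*. *lycopersicum*, 2677 of 17049 fitted genes (15.7%) were upregulated and 3503 (20.6%) were downregulated at these thresholds. Of all 34761 identifiers, these were 7.70% and 10.1%. Adding the replicate number as a block gave 2642 upregulated and 3199 downregulated genes. Deviations of same-numbered libraries correlated across genes with a mean r of 0.128, and those of libraries with different numbers with a mean r of -0.0657. The RPKM as deposited gave 1633 upregulated and 6013 downregulated genes. A limma test of a change larger than 1.5 on the log2 scale, in place of a test of any change, left 1143 and 962 genes. Solyc04g072280 rose from an RPKM of 0.072 ± 0.030 (SD, n = 3) to 1521 ± 354 (SD, n = 3), a log2 fold change of 13.69 (standard error 0.28, limma adjusted p = 3.63e-06). Solyc04g054257 rose from 0.140 ± 0.033 (SD, n = 3) to 1003 ± 219 (SD, n = 3), a log2 fold change of 12.68 (standard error 0.26, limma adjusted p = 3.63e-06). The largest falls were those of Solyc12g009070 (log2 fold change -10.20, standard error 0.97) and Solyc02g070935 (log2 fold change -9.84, standard error 0.57).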

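Among *A*. *thaliana* genes, 3 sets were drawn from the product names of the annotation to stand for terms of S9 File, and they were chosen after the data had been seen. The median log2 fold change of the 48 fitted peroxidase genes was 2.55 ± 0.41 (SD over the 3 replicate numbers), higher than in all 10000 random lists of the same size matched on mean expression (percentile 100). Of these genes, 25 were upregulated and 10 were downregulated. The median of the 42 fitted proteasome genes was 0.89 ± 0.12 (SD, n = 3), at percentile 64.1 of its random lists, with 12 genes upregulated and 0 downregulated. The median of the 528 fitted protein kinase genes was 0.04 ± 0.17 (SD, n = 3), at percentile 99.98, with 172 genes upregulated and 173 downregulated. The replicate block cannot change fold changes in this design, so the medians with it are the same 2.55, 0.89 and 0.04. With the RPKM as deposited, which moved the fold changes of all genes by a median of -1.52, they were 1.00, -0.66 and -1.48, and with median-ratio size factors that of the protein kinase genes was -0.07. The percentiles with the RPKM as deposited were 99.99, 67.3 and 99.98, so the changes of sign follow the shift of all genes. Without a filter on low values, the median of the peroxidase genes was 0.44.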

We analyzed gene annotations from both species and found 50 gene ontology (GO) terms significantly enriched among up-regulated genes including defense-related mechanisms, detoxification processes and secondary metabolism (S9 File). We found 136 GO terms significantly enriched among down-regulated genes mainly related to photosynthesis (S9 File).

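The photosystem genes of *A*. *thaliana* were taken as the 41 nuclear genes with a symbol that starts with LHCA, LHCB, PSA or PSB, a rule that also takes in PSAT genes. Their median log2 fold change was -4.42 ± 0.22 (SD over the 3 replicate numbers), with quartiles of -5.30 and -3.47. This was lower than in all 10000 random lists of the same size matched on mean expression (percentile 0), whose medians centred on 1.099. At the thresholds used for all genes, 38 of the 41 were downregulated and 1 was upregulated. The median was -5.82 with the RPKM as deposited, and -4.42 with the replicate block, which by design leaves fold changes as they are.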

We then focused on the expression of *POP* genes in response to *S*. *sclerotiorum* infection at the genome scale in *A*. *thaliana* and *S*. *lycopersicum* (Fig 5B, S8 File). 

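Of the 24 *POP* genes, 9 of 11 in *A*. *thaliana* and 12 of 13 in *S*. *lycopersicum* passed the filter on low values. AT1G13610 had 0 reads in all 6 libraries. AT5G66960 had 17 to 56 reads in not inoculated and 0 to 1 in inoculated *A*. *thaliana* libraries, and Solyc05g011820 had 49 to 70 reads in not inoculated and 1 to 3 in inoculated *S*. *lycopersicum* libraries, so these genes were left out of the tests.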

In *A*. *thaliana*, four *AtPOP* genes were significantly (adjusted p-value<0.01) down-regulated upon *S*. *sclerotiorum* inoculation, while three genes were significantly up-regulated. 

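In *A*. *thaliana*, 3 *POP* genes were upregulated and 4 were downregulated (limma, adjusted p-value below 0.01), with and without the replicate block. *AtPOQR* went from an RPKM of 0.775 ± 0.082 (SD, n = 3) in not inoculated plants to 41.8 ± 19.2 (SD, n = 3) in inoculated plants, which rests on 37 to 44 and 482 to 1197 reads per library. Its log2 fold change was 6.94 (standard error 0.36, limma adjusted p = 2.70e-06), and it stayed between 6.56 and 7.17 when each library was left out in turn. AT1G76140 went from an RPKM of 33.4 ± 1.17 (SD, n = 3) to 39.2 ± 0.754 (SD, n = 3), a log2 fold change of 1.78 (standard error 0.17, limma adjusted p = 5.16e-05). AT5G24260 had a log2 fold change of 1.49 (standard error 0.29, limma adjusted p = 2.00e-03), a call lost in 1 of the 6 fits that each left out a library. With the RPKM as deposited, *AtPOQR* was the 1 upregulated *POP* gene of this species, with a log2 fold change of 5.49, while that of AT1G76140 was 0.23 (limma adjusted p = 0.225) and that of AT5G24260 was -0.06. The downregulated genes were AT1G50380, AT4G14570, AT1G69020 and AT5G36210, with log2 fold changes from -4.40 to -3.28. WAV2 (AT5G20520) had a log2 fold change of -0.57 (limma adjusted p = 0.0330) and passed the threshold with median-ratio size factors (-0.69) and with the RPKM as deposited (-2.13). AT2G47390 had a log2 fold change of 0.29, which did not pass the threshold (limma adjusted p = 0.361), and fell with the RPKM as deposited (-1.26, limma adjusted p = 6.06e-03), which gave 6 downregulated *POP* genes in all.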

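In *S*. *lycopersicum*, 2 *POP* genes, *SlPOQR* and Solyc05g041530, were upregulated at an adjusted p-value below 0.01, and 5 were downregulated (limma). The same 2 and 5 genes passed with the replicate block. *SlPOQR* went from an RPKM of 3.17 ± 2.25 (SD, n = 3) to 9.27 ± 4.26 (SD, n = 3), on 88 to 309 reads per not inoculated and 100 to 248 reads per inoculated library. Its log2 fold change was 2.44 (standard error 0.59, limma adjusted p = 9.54e-03, and 2.60e-03 with the replicate block). The deposited RPKM of the libraries overlapped, since not inoculated replicate 2 had 5.74 and inoculated replicate 3 had 4.35, while the scaled values did not. The call was lost with the RPKM as deposited (log2 fold change 1.60, limma adjusted p = 0.0383) and in 4 of the 6 fits that each left out a library, with log2 fold changes from 2.11 to 2.98. Solyc05g041530 went from an RPKM of 23.8 ± 3.77 (SD, n = 3) to 49.1 ± 3.596 (SD, n = 3), a log2 fold change of 1.91 (standard error 0.21, limma adjusted p = 3.82e-04), and remained upregulated with the RPKM as deposited (1.05, limma adjusted p = 3.62e-03). The downregulated genes were Solyc09g083120, Solyc03g005340, Solyc01g079450, Solyc04g049630 and Solyc10g050840, with log2 fold changes from -3.35 to -1.07. Of these calls, that of Solyc04g049630 was lost in 5 and that of Solyc10g050840 in 4 of the 6 fits that each left out a library, and without a filter on low values 6 genes were downregulated. Solyc08g022070, the paralog of *SlPOQR*, had a log2 fold change of 0.06 (standard error 0.21, limma adjusted p = 0.819), and -0.80 with the RPKM as deposited.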

In *S*. *lycopersicum*, six *SlPOP* genes were significantly down-regulated upon *S*. *sclerotiorum* inoculation, while *SlPOQR* was the only *POP* gene significantly up-regulated. 

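Over both species, 4 *POP* genes had a log2 fold change above 1.5 with an adjusted p-value below 0.01. These were *AtPOQR*, *SlPOQR*, Solyc05g041530 and AT1G76140, and the replicate block gave the same 4. After quantile normalization of the log2 fold changes of both species to a common distribution, the values were 6.07, 3.14, 2.50 and 1.44, and 3 genes stayed above 1.5. *AtPOQR* was the 1 gene that passed both thresholds with the RPKM as deposited. Fits that each left out a library gave 3 to 5 genes.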

Among a total of 24 *POP* genes in the two species, *AtPOQR* and *SlPOQR* were the only ones induced more than 3 fold (LFC>1.5) upon *S*. *sclerotiorum* inoculation. 

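POQR was also compared with its paralog within each library, from the scaled RPKM plus 0.1. The log2 ratio of *AtPOQR* to AT1G76140 was -5.15 ± 0.10 (SD, n = 3) in not inoculated and -0.00 ± 0.59 (SD, n = 3) in inoculated plants, a difference of 5.15. The log2 ratio of *SlPOQR* to Solyc08g022070 was -3.44 ± 0.99 (SD, n = 3) in not inoculated and -1.07 ± 1.17 (SD, n = 3) in inoculated plants, a difference of 2.38. In both species every inoculated library had a higher ratio than every not inoculated one (exact two-sided permutation test, p = 0.1 in each species, the smallest p that 3 against 3 allow). In *S*. *lycopersicum* the highest not inoculated library (replicate 2, -2.42) lay next to the lowest inoculated one (replicate 3, -2.41). Between same-numbered libraries the ratio rose by 3.06, 2.09 and 1.99 in this species, and by 4.90, 5.94 and 4.62 in *A*. *thaliana*. From the deposited RPKM without scaling or pseudocount, a calculation added after the data had been seen, the differences were 5.44 and 2.44, again with all inoculated above all not inoculated libraries. The delta LFC from quantile-normalized log2 fold changes was 4.63 in *A*. *thaliana* and 3.14 in *S*. *lycopersicum*, with and without the replicate block, which cannot alter it. Without quantile normalization it was 5.15 and 2.38, and with each library left out in turn it ranged from 4.33 to 4.86 and from 2.54 to 3.79.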

Both *AtPOQR* and *SlPOQR* were significantly more induced upon *S*. *sclerotiorum* inoculation than their duplicate (delta LFC>2). These results show that, after divergence of the two species, *POQR* ancestral gene duplicated in parallel in *A*. *thaliana* and *S*. *lycopersicum*, with one paralog (*POQR*) evolving responsiveness to *S*. *sclerotiorum* infection in each species.

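In not inoculated plants the POQR gene had the lower RPKM of the pair in every library of both species. Its deposited RPKM there was 0.692 to 0.855 for *AtPOQR*, against 32.3 to 34.6 for AT1G76140, and 1.58 to 5.74 for *SlPOQR*, against 26.6 to 35.8 for Solyc08g022070. From the phylogeny in Fig 5A, where the paralogs of each species pair with one another, and from the stronger induction of POQR than of its duplicate, the paper concludes that the ancestral gene duplicated in parallel and that a single paralog evolved responsiveness to *S*. *sclerotiorum* in each species. 

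**Figure D2:**
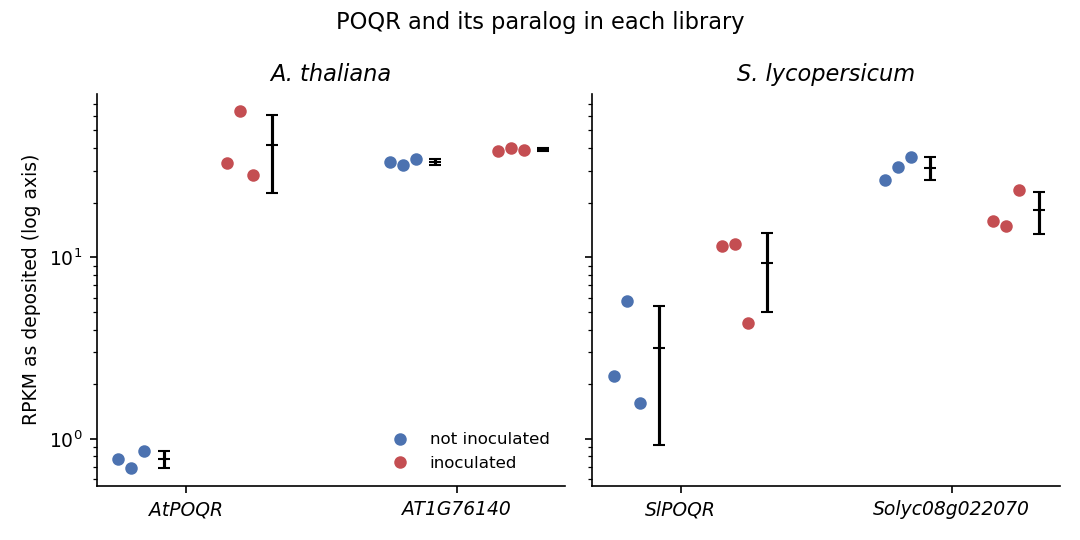
Deposited RPKM (log axis) of POQR and its paralog in each library of *A*. *thaliana* and *S*. *lycopersicum*, 3 not inoculated and 3 inoculated per species. Points are libraries, and black bars give the mean and the SD. *AtPOQR* rose from a mean of 0.775 to 41.8, and *SlPOQR* from 3.17 to 9.27, with overlap between not inoculated replicate 2 and inoculated replicate 3.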

To document divergence in duplicated genes expression upon *S*. *sclerotiorum* infection at the whole genome scale, we first analyzed the expression of 1843 *A*. *thaliana* duplicated gene pairs [35]. 

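The copy of S10 File used here was shortened and holds 1998 *A*. *thaliana* pairs, fewer than the legend of that file gives. The POQR pair is included, and 1381 of the 1998 pairs had both genes among the fitted genes.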

For this, we calculated LFC of gene expression in *S*. *sclerotiorum*-infected plants compared to mock-treated plants, and the difference between LFC for two genes forming a duplicated pair (delta LFC) (Fig 5C, S10 File). 

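For each of these pairs, delta LFC was taken as the absolute difference of the log2 fold changes of its genes after the fold changes of both species had been quantile-normalized to their mean distribution. In addition, the log2 ratio of the genes in each library was compared between inoculated and not inoculated plants with limma, which tests each pair against the spread between replicates.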

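The median delta LFC of the 1381 fitted pairs was 1.58, with quartiles of 0.75 and 3.04. It was 1.58 with the replicate block, which cannot alter it, and 1.85 without quantile normalization, the alternative that moved it most. Medians taken for each of the 3 replicate numbers, without quantile normalization, had an SD of 0.15.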

Median delta LFC was 1.77, corresponding to a ~3.4 fold change in gene expression responsiveness to *S*. *sclerotiorum* infection. A total of 852 duplicated gene pairs (46%) showed delta LFC≥2, supporting the view that divergence of gene expression is relatively widespread between duplicated genes in *A*. *thaliana* [35]. 

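Of the 1381 fitted pairs, 583 (42.2%) had a delta LFC of at least 2. In 549 of these 583 pairs (94.2%) the log2 ratio of the genes differed between treatments at an adjusted p-value below 0.01 (limma). With the replicate block, the A. thaliana duplicated pairs with delta LFC at least 2 and a tested difference numbered 550. At any size of delta, 819 pairs (59.3%) passed this test. In 169 pairs the genes changed in opposite directions, each with an adjusted p-value below 0.01. That count depends on the scaling and is given for the trimmed mean alone. With the RPKM as deposited, the fold changes of all genes moved by a median of -1.52, which can change the sign of a gene. The POQR pair was exceeded or equalled by 152 pairs (11.0%), itself included. With no filter on low values, which adds pairs, the A. thaliana duplicated pairs with delta LFC at least 2 numbered 771. When the same genes were paired at random 10000 times, the median delta LFC was 2.43 with a central 95% from 2.30 to 2.57, and 0 of the random pairings gave a median as low as that of the listed pairs. 

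**Figure D3:**
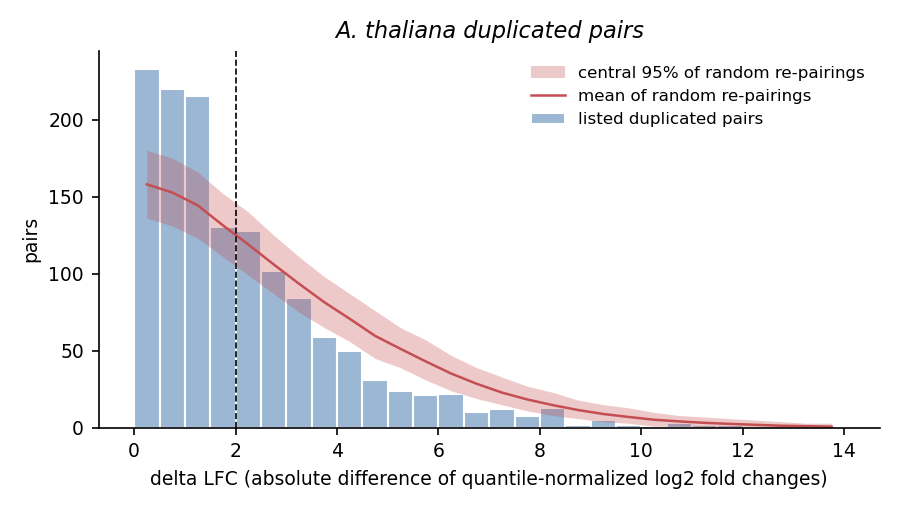
Number of *A*. *thaliana* pairs (y-axis) by delta LFC (x-axis, log2 scale, bins of 0.5) for the 1381 listed duplicated pairs (bars) and for random pairings of the same genes (line, mean; band, central 95%). The dashed line marks a delta LFC of 2, which 583 listed pairs reached, and listed pairs lie at lower values than random pairs.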

We next used Markov Cluster algorithm [36] on *A*. *thaliana* and *S*. *lycopersicum* predicted proteomes to identify 252 clusters of genes that duplicated in parallel in *A*. *thaliana* and *S*. *lycopersicum* (a total of 504 *A*. *thaliana* genes and 504 *S*. *lycopersicum* genes). This identified 42 gene clusters (19%) with a delta LFC≥2 was observed after fungal infection in both *A*. *thaliana* and *S*. *lycopersicum* (Fig 5C). 

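Expression was evaluated for the 40 clusters listed in S11 File, of which 31 had all their genes among the fitted genes of both species. The delta LFC was at least 2 in both species in 17 of these 31 clusters, and in 17 with the replicate block, which cannot alter this count. These clusters are a set the authors selected for their expression, so the share does not extend to duplicated clusters in general. Without a filter on low values the count was 22. In the 17 fitted clusters for which S11 File gives a delta LFC of at least 2 in both species, the more induced gene was the same as in that file in all 17 for *A*. *thaliana* and in all 17 for *S*. *lycopersicum*. The value of 1 gene in them had the opposite sign by a wide margin: Solyc06g060880 had a quantile-normalized log2 fold change of -4.73, and the paper's value is 2.53, so the delta LFC of its pair was 10.32 against the paper's 3.11.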

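A paralog with a quantile-normalized log2 fold change of at least 2, which is a 4-fold induction, was present in both species in 11 of the 17 clusters with a delta LFC of at least 2, with and without the replicate block, on which this count does not depend. This number was 5 with the RPKM as deposited, and fits that each left out a library gave 10 to 12 clusters.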

Among those, 24 clusters included paralogs induced at least 4 fold both in *A*. *thaliana* and *S*. *lycopersicum* (Fig 5D, S11 File). 

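In the uncoupling protein cluster, PUMP1 (AT3G54110) rose from an RPKM of 37.5 ± 5.19 (SD, n = 3) to 179 ± 6.83 (SD, n = 3), while UCP2 (AT5G58970) fell from 3.28 ± 0.905 (SD, n = 3) to 0.044 ± 0.076 (SD, n = 3), a delta LFC of 6.29. In the *S*. *lycopersicum* pair of this cluster, Solyc09g011920 had a log2 fold change of 1.82 and Solyc09g031680 one of -0.51. From their quantile-normalized values of 2.40 and -0.72, the delta LFC was 3.12. With the RPKM as deposited, the rise of Solyc09g011920 was 0.96 and did not pass 0.01 (limma adjusted p = 0.0450). In the adenylate kinase cluster, AT5G50370 rose by a log2 fold change of 3.95 and ADK1 (AT5G63400) by 0.58. From their quantile-normalized values of 3.23 and 0.50, the delta LFC was 2.73. The change of ADK1 was -0.97 with the RPKM as deposited. The rise of ADK1 passed 0.01 narrowly (limma adjusted p = 9.85e-03), did not pass with the replicate block (0.0287) or with median-ratio size factors (0.0298), and did not pass in 5 of the 6 fits that each left out a library. The *S*. *lycopersicum* genes of this cluster, Solyc05g014980 and Solyc03g111200, had log2 fold changes of 3.80 and -0.26. Their quantile-normalized values were 4.61 and -0.40, a delta LFC of 5.01. In the phosphate transporter 4 cluster, Solyc09g013150 rose from an RPKM of 0.817 ± 0.697 (SD, n = 3) to 581 ± 108 (SD, n = 3), and its delta LFC against Solyc09g031700 was 13.63. The fall of Solyc09g031700 (log2 fold change -1.53, limma adjusted p = 4.44e-03) did not pass 0.01 with the replicate block (0.0116). It also did not pass in 3 of the 6 fits that each left out a library. The *A*. *thaliana* gene PHT4;2 (AT2G38060) of that cluster did not pass the filter, with an RPKM of 0.009 ± 0.016 (SD, n = 3) in not inoculated and 0.067 ± 0.009 (SD, n = 3) in inoculated plants. In the ARIA cluster, ABAP1 (AT5G13060) did not pass the filter either, with an RPKM of 0.013 ± 0.012 (SD, n = 3) and 0.707 ± 0.467 (SD, n = 3). The delta LFC of Solyc09g065210 and Solyc06g084250 in that cluster was 5.73, from quantile-normalized values of 1.49 and -4.25, so most of it is a fall. With the RPKM as deposited, the log2 fold change of Solyc09g065210 was 0.28 (limma adjusted p = 0.284). The call of this gene was also lost in 3 of the 6 fits that each left out a library. In each of these 6 pairs with fitted genes, the log2 ratio of the genes separated all inoculated from all not inoculated libraries (exact two-sided permutation test, p = 0.1, the smallest possible).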

The corresponding genes are notably involved in cell redox homeostasis (e.g. the uncoupling protein cluster *UCP*), in primary and secondary metabolism (e.g. the adenylate kinase cluster *ADK*), transport (e.g. the phosphate transporter 4 cluster *PHT4*), signaling (e.g. protein kinases), and response to abscisic acid (e.g. the ARM repeat protein interacting with ABF2 cluster *ARIA*). These genes are prime candidates for contributing to quantitative disease resistance mechanisms shared between plant species.

## Discussion

In this study, we identify the prolyl oligopeptidase *POQR* as a previously unknown determinant of QDR against the fungal pathogen *S*. *sclerotiorum* in *A*. *thaliana*. Our work associates *POQR* sequence and expression polymorphisms with contrasted resistance to *S*. *sclerotiorum*. We reveal the convergent evolution of POQR sequence in multiple plant species following independent gene duplication events. The induction of POQR gene expression upon *S*. *sclerotiorum* inoculation also evolved in parallel in *A*. *thaliana* and *S*. *lycopersicum*. A genome scale analysis of expression divergence upon *S*. *sclerotiorum* inoculation for *A*. *thaliana* and *S*. *lycopersicum* duplicated genes suggests that convergent gene expression polymorphism could have shaped several conserved components of the quantitative disease resistance machinery in these species.

### A prolyl oligopeptidase mediates QDR to *S*. *sclerotiorum*

Plant QDR is a complex trait governed by multiple genes of minor effect, which renders the identification of the underlying molecular bases challenging [4,5]. Whereas gene-for-gene resistance relies on receptor proteins that belong to the receptor-like kinase (RLK) or the Nod-like receptor (NLR) classes family, the limited number of QDR determinants known to date encodes a remarkably broad range of molecular functions, such as transporters [8,37,38], kinase domain-containing proteins [9,21] or enzymes of the central metabolism [39]. Gene variants conferring resistance to fungal pathogens in natural plant populations also remain poorly documented [40]. We report the role of a prolyl oligopeptidase (POP) conferring QDR to *S*. *sclerotiorum* in *A*. *thaliana*. Several classes of proteases are involved in plant defenses against fungal and bacterial pathogens [41–43] but little is known about POP functions in plants. In animals, unlike other serine proteases, POP cleaves short peptides (usually <30 amino acids) after a proline residue [33]. In human, this enzyme is associated with several neurological disorders, possibly through its action in the metabolism of neuropeptides or in the inositol phosphate signaling pathway [44]. In Basidiomycota fungi, POPs are required for the maturation of amatoxins, toxic cyclic peptides derived from ~30 amino acid propeptides [45,46]. Plants in the Caryophyllaceae family use a POP enzyme designated as peptide cyclase 1 (PCY1) to synthesize cyclic peptides from propeptide precursors [47]. Plant cyclic peptides are diverse and widespread, some exhibiting antifungal activity [48]. POQR may therefore be involved in the maturation of plant antifungal peptides. Alternatively, POQR may act directly on fungal secreted proteins promoting disease [10] to disable them. Our inoculation assays with the bacterial pathogen *Xanthomonas campestris* pv. *campestris* and a survey of publicly available *A*. *thaliana* gene expression data were in agreement with a possible activity of POQR on specific fungal processes. Future work aiming at determining the spectrum of pathogens impacted by POQR-mediated resistance should provide valuable insights into POQR molecular function.

### Impact of natural variation on POQR function

Our analyses associated the substitution of POQR serine in position 5 by a proline with enhanced QDR to *S*. *sclerotiorum* in *A*. *thaliana*. Changes at POQR N-terminus induced by the S5P substitution may affect the ability of POQR to form dimers, a property of some Archean POPs [49], the subcellular localization of POQR, or remotely affect the accessibility and function of POQR catalytic site. Additional amino acid substitutions occurred in parallel in POQR homologs from multiple species, notably the F613Y substitution that arose at least three times independently in *A*. *thaliana*, rice and *Solanaceae* species. This variant may create a novel tyrosine phosphorylation site important for POQR regulation, or as shown for the Y473F mutation in porcine POP [50], modulate the range of conditions in which the POQR enzyme is active. The analysis of *POQR* expression in two distantly-related plants species suggested that *POQR* induction was associated with resistance to *S*. *sclerotiorum*. This observation is consistent with resistance increasing with the level of POQR accumulation. Similarly, enhanced accumulation of a tomato chitinase was associated with resistance to *Alternaria solani* [51], and expression of the atypical kinase gene *RKS1* was correlated with QDR to *X*. *campestris* pv. *campestris* [21]. Besides, copy number variation and DNA methylation are polymorphisms altering the accumulation of gene products encoded by the *Rhg1* locus, which confers QDR to soybean cyst nematodes [38,52]. A detailed understanding of POQR molecular function will be required to establish causal relationships between polymorphism at the *POQR* locus and QDR to *S*. *sclerotiorum*. Our current data points towards *POQR* transcriptional regulation and the modulation of POQR enzymatic activity as determinants of QDR.

### Evolutionary history of a QDR gene

Ancient whole genome duplication (WGD) events have had a major role in shaping the gene content of extant plant genomes, and contributed to the evolution of a range of new gene functions [53,54]. Based on our analyses, a scenario for the convergent evolution of *POQR* and its recruitment in plant QDR can be inferred (Fig 6). The Brassicales and Solanales lineages probably inherited a single *POQR* ancestral sequence at the time these two lineages diverged, about 120 million years ago (Mya) [22,55]. Two WGD events were detected in the Brassicales (At-α and At-β) estimated respectively to ~40 and ~88 Mya [54,56]. A WGD occurred in the Solanales (Sl-T) and is estimated at least ~64 Mya [55,57]. The duplication of *POQR* ancestor in *A*. *thaliana* and *S*. *lycopersicum* lineages therefore occurred at least 40 million years ago. The gene content of extant plant genomes is the result of frequent loss of duplicates created by WGDs [53]. The maintenance rate of At-α duplicates has been estimated to ~14% in average, with only ~6.5% of defense-related gene duplicates being maintained [35]. The maintenance of *POQR* duplicates over >40 million years in multiple plant species supports an important role for *POQR* in plants fitness. This is in agreement with POQR locus explaining ~20% of phenotypic variation upon *S*. *sclerotiorum* infection in the *A*. *thaliana* population analyzed in this work. After duplication, POQR ancestral genes underwent a number of parallel amino acid substitutions in the *Brassicales* and the *Solanales*, including the S5P and F613Y substitutions (Fig 6). These substitutions are present in all *POQR* homologs from Solanales, and therefore likely occurred in the most recent common ancestor, at least ~30 million years ago (estimated divergence time for *Petunia* genus, [58]). By contrast, in the Brassicales, *POQR* S5P and F613Y substitutions were only found in a subset of *A*. *thaliana* accessions, placing their probable emergence after *A*. *thaliana* divergence ~6 million years ago [59]. Remarkably, *POQR* alleles with amino acids S5 and F613 persisted in a significant number of *A*. *thaliana* accessions. The co-selection of two gene variants within a population, such as observed for *POQR*, often results from complex evolutionary constrains referred to as balancing selection [28].

**Fig 6:**
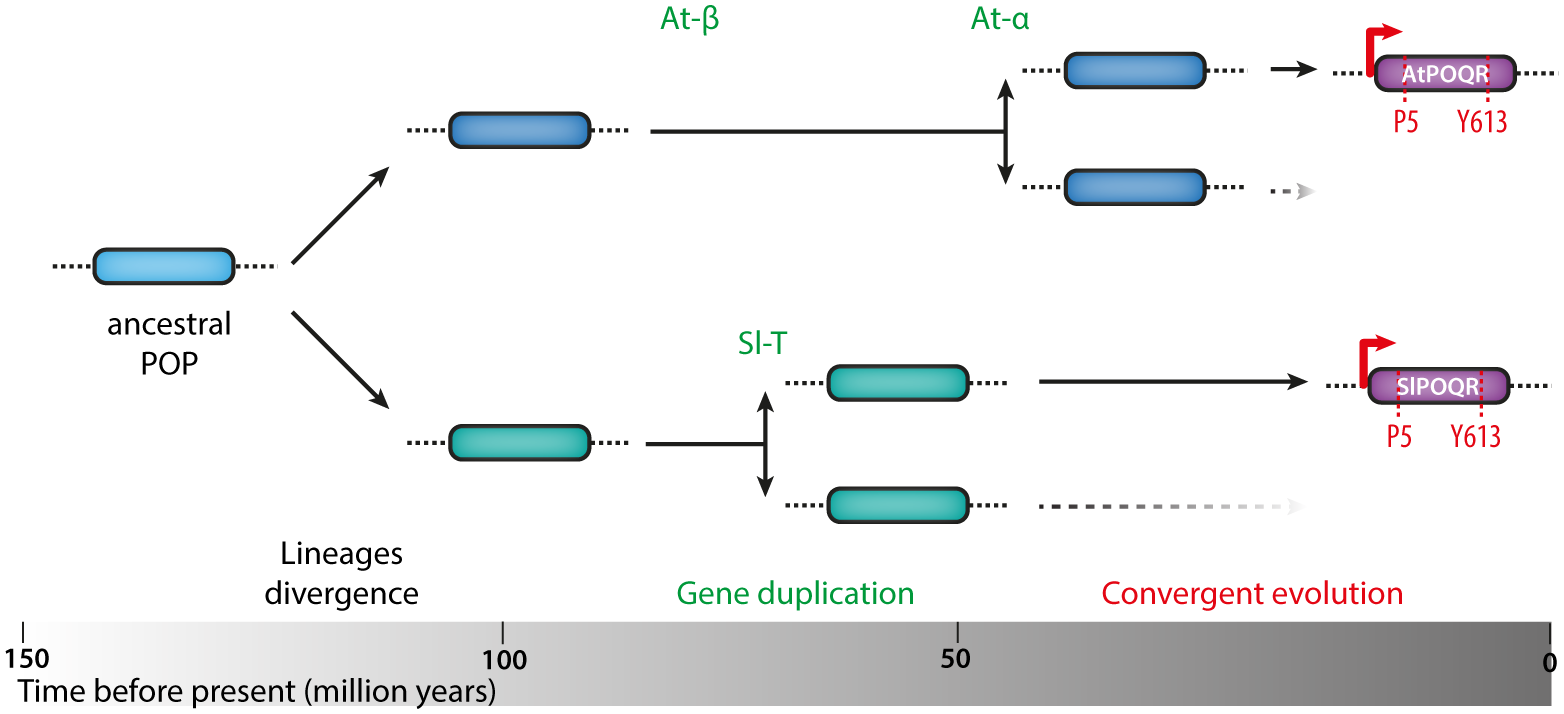
A model for convergent evolution of the *POQR* gene in *A*. *thaliana* and *S*. *lycopersicum*. Our analyses suggest that a single *POQR* ancestral gene was inherited by *A*. *thaliana* and *S*. *lycopersicum* ancestors when lineages diverged, about 120 million years ago (Mya). The ancestral POQR gene then duplicated in parallel in *A*. *thaliana* lineage between 88 and 44 Mya (At-β and At-α events) and *S*. *lycopersicum* lineage about 64 Mya (Sl-T event). After duplication, *POQR* ancestral genes underwent parallel amino acid substitutions, notably leading to the emergence of proline 5 (P5) and tyrosine 613 (Y613), and parallel gain or gene induction upon *S*. *sclerotiorum* infection (red arrow) in *A*. *thalina* and *S*. *lycopersicum* lineages.

### Forces driving *POQR* parallel evolution in plants

Our results suggest that plants adapted to high fungal disease pressure by tuning POQR enzymatic activity and evolving gene induction upon fungal infection. We observed similar molecular mechanisms for *POQR* evolution in *A*. *thaliana* at the infra-specific level and following duplication in the Solanales ancestor, between 30 and 64 million years ago. The estimated emergence of POQR S5P and F613Y polymorphisms in Solanales predates the inclusion of these species in *S*. *sclerotiorum* host range [13], suggesting that POQR evolution in this lineage was driven by the interaction with other fungal pathogens, or other environmental constraints. Pigmentation in mammals is a well known example of phenotypic convergence at different levels, including convergence at the level of mutation (mutational convergence) [60]. Indeed, the function of the *Mc1r* gene product was evolved similarly in beach mouse and woolly mammoth through the same R65C mutation [61,62]. In insects, the ability to feed on plants producing cardenolide toxic compounds results from parallel amino acid substitutions in the ATPα1 subunit of a Na^+^ and K^+^ transporter, independent duplications and convergent expression polymorphism of the corresponding gene [63]. Similarly our work associate parallel mutations, gene duplication and convergent expression polymorphism in *POQR*.

Epistasis is thought to reduce the rate of molecular convergence with species divergence [64]. Nevertheless, mutational convergence at the intra- and inter-specific level has been documented recently for color vision in stickleback fishes, as an adaptation to blackwater [65]. Our study provides another example of mutational convergence at the intra- and inter-specific level. The co-existence of divergent alleles within plant populations has often been associated with fitness trade-offs, notably between growth and defense [66]. Quantitative disease resistance has been proposed to rely in part on genes controlling plant growth in the absence of pathogens [4]. Such a function seems unlikely for *POQR*, considering that *A*. *thaliana poqr* mutant lines did not show obvious developmental defects. Instead, *POQR* may have specialized to function in QDR through sequence and expression polymorphisms while its duplicate copy maintained function in the control of plant growth. Partial functional redundancy between POQR and its duplicate could explain the persistence of multiple variants in *A*. *thaliana* populations and across plant species [67]. Such pleiotropic constraints have been proposed to facilitate convergent and parallel molecular evolution [64]. In agreement, we found that 19% of genes duplicated both in *A*. *thaliana* and *S*. *lycopersicum* evolved responsiveness to *S*. *sclerotiorum* in a convergent manner. Insights into the possible trade-offs mediated by these genes will be required to test for the interaction between pleiotropy and molecular convergence.

In summary, our work has shown that the evolution of genes mediating plant quantitative disease resistance displays some level of repeatability and predictability. This finding has implication for our understanding of the evolution of quantitative traits in plants and for the design of innovative and sustainable crop breeding strategies. Adaptive evolution of *POQR* involved a combination of gene copy number variation, sequence and expression polymorphism. An important question for the future will be to assess the impact of convergent mutations on POQR function in several plant species and test for the role of putative fitness trade-offs in constraining the evolution of QDR genes.

## Materials and methods

### Plants cultivation and molecular characterization

*Arabidopsis thaliana* accessions and mutant plants were obtained from the European Arabidopsis Stock Centre (NASC), ecotype ids for natural accessions used in this study are listed in S1 File. All *Arabidopsis* mutant lines used in this study were in the Col-0 background, the Nottingham Arabidopsis Stock Centre accession number N1093 Col-0 was used as wild type. Plants were grown in Jiffy pots under controlled conditions at 22°C, with a 9 hour light period and a light intensity of 120 μmol/m^2^/s 4 weeks prior to infection. Homozygous T-DNA insertion mutant plants *poqr-1* (SALK_121407C) and *poqr-2* (SALK_027815C) were isolated by PCR screening with the primers FWD_poqr1 (5’-ATGTTGGTTGAGTTGACGGAG-3’) and REV_poqr1 (5’-TTGATCAGTCCCAAGGAAATG-3’) or FWD_poqr2 (5’-GATCTCTTTGGGTGTGCTCTG-3’) and REV_poqr2 (5’- CTTGTATCGATGAGCTGGCTC-3’). The accumulation of POQR transcript in *poqr-1* and *poqr-2* plants was investigated by quantitative RT-PCR with primers F_Cpoqr (5’-GTATCGAAGGTGGTAGTAACG-3’) and R_Cpoqr (5’-TCAGAAGTCCAAGCATGTCC-3’). RNA extraction, reverse transcription and cDNA quantification were performed as described in [17], using the *At2g28390* gene as housekeeping gene [68]. Samples from three different plants per line were harvested and analyzed separately.

### Pathogens inoculations and disease scoring

For genome wide association mapping, inoculations and disease scoring were performed as in [17] on 6 to 16 plants per accessions in a randomized complete block design. For mutants phenotyping, the *S*. *sclerotiorum* strain 1980 was grown on minimal medium plates with 50mM glucose as carbon source. An agar plug (5mm in diameter) containing actively growing *S*. *sclerotiorum* mycelium was placed on the adaxial surface of leaves and plants were maintained at 80% humidity in Percival AR-41L3 chambers under the same day/light condition as for plant growth, in trays closed with parafilm to control for humidity. Pictures were taken at ~24 hours after inoculation before lesions reached leaves border on the most susceptible plants. Images were analyzed with the ImageJ software to determine lesion sizes. To assess fungal colonization, plants were inoculated by the *S*. *sclerotiorum* strain 1980 expressing GFP fused to the endogenous *OAH1* gene as described above. Pictures were taken with a Zeiss Axio Zoom V16 microscope under bright light and fluorescent illumination, and areas measured with ImageJ. Fully developed lesions that have not reached the leaves borders were analysed. *Xanthomonas campestris* inoculation assays were performed as described in [21].

### Genome wide association mapping

We performed genome-wide association mapping using the SNP database from Atwell et al. [20], which documents over 214,000 SNPs (an average of 1 SNP/500 bp) in 84 different inbred lines from the wild. We filtered the database to include only SNPs with a minor allele frequency greater than 0.10, which left 158,054 SNPs for mapping. The analysis was conducted using the Accelerated Mixed Model (AMM) approach in GWAPP [69]. To account for multiple simultaneous tests we calculated genome-wide FDR (q-values). For this, observed phenotype values were randomly assigned to *Arabidopsis* accession in 100 bootstrap replicates and p-values calculated for each SNP using the AMM approach for each bootstrap dataset, followed by Bonferroni correction.

### Natural *POQR* diversity in *A*. *thaliana* and conservation across plants

The sequence of the *POQR* gene for 42 *A*. *thaliana* accessions was retrieved from [29]. For PCR sequencing, we extracted genomic DNA from 4 week old plants of Col-0, Ge-0, Hs-0, Lip-0, Ra-0, Rak-2, Sap-0 and Wei-0 accessions as described in [21] and amplified the N-terminus of the *POQR* gene using the primers F_UTR_poqr (5’-AACGCCAACTACTTCGTCAA-3’) and RGW_poqr (5’- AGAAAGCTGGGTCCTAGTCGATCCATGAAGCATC-3’). The *A*. *lyrata* POQR homolog was retrieved from Phytozome v12 [70]. The sequences of *POQR* homologs from 40 plant species were retrieved using BlastP searches against the Phytozome v12 [70] and Solgenomics [71] databases with AtPOQR sequence as a query and with 1e^-30^ as a p-value cutoff. Multiple sequence alignments were generated with MUSCLE [72] and manually curated. The phylogenetic trees were generated in phylogeny.fr [73] by curating alignment positions with gaps, using the PhyML maximum likelihood method and an SH-like approximate likelihood-ratio test (aLRT) with the WAG substitution model for estimating branch support.

### Virus induced gene silencing

The *SlPOQR* silencing construct was designed using the SGN VIGS tool [74] and obtained by PCR amplification of a 250-bp fragment using primers Solyc04g_F_VIGS (5’- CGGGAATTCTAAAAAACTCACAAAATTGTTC-3’) and Solyc04g_R_VIGS (5’- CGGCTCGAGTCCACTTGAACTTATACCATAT-3’) containing EcoRI and XhoI restriction sites respectively. This construct was introduced into the pTRV2 vector as described in [75]. Ten days old tomato plants (*Solanum lycopersicum* L. cv Heinz) were vacuum-infiltrated with *Agrobacterium tumefaciens* GV3101::pMP90 strains carrying the pTRV2-*NbPDS*, pTRV2-*SlPOQR* or empty pTRV2 vector control mixed with strains carrying the pTRV1 vector as described in [75]. Plants were inoculated by the *S*. *sclerotiorum* strain 1980 expressing GFP 14 days after *A*. *tumefaciens* infiltration, and inoculated leaflets were imaged 24 hours after inoculation. Total RNAs from distal leaflet were harvested at the time of image acquisition to verify gene silencing. RNA extraction and quantitative RT-PCR were performed as described in [76] using *SlPOQR*-specific primers qSolyc04F_1 (5’- TTCAAGTGGAAGTGATTGGGT-3’) and qSolyc04R_1 (5’- TGTCACGAGTCCAGCTAACA-3’) and Solyc08g022070-specific primers qSolyc08F_3 (5’- ACTGTTGTCCCTGGCTTTGA-3’) and qSolyc08R_3 (5’- TGTCCTTTCCAGCCACAATGA-3’). The *Solyc12g010060* gene (Translation elongation factor 5A) [77] was used as housekeeping gene.

### Phylogeny of *A*. *thaliana* and *S*. *lycopersicum* POPs

We retrieved 16 *A*. *thaliana* proteins harboring a Peptidase S9A (IPR002470) domain from Interpro 62.0 [78] among which 12 included a PFAM peptidase S9 catalytic domain (PF00326). These 12 proteins were used in a BlastP search against TAIR10 with an e-value cutoff of 10^−01^. The resulting hits were checked against the PFAM 31.0 using gathering threshold to verify the presence of a peptidase S9 catalytic domain (PF00326), identifying 11 *AtPOP* loci. We retrieved 13 *S*. *lycopersicum* proteins harboring a PF00326 domain from the ITAG3.0 annotation of the tomato genome sequence version 3 [55]. These proteins were checked against the PFAM 31.0 using gathering threshold to verify the presence of a PF00326 domain and identify additional domains, validating 13 *SlPOP* proteins. The phylogenetic trees were based on the peptidase S9 catalytic domain (PF00326) sequence as identified by PFAM 31.0. Sequences were aligned with MUSCLE [72]. The phylogenetic trees were generated as described above.

### Gene expression analyses

For quantitative RT-PCR in *A*. *thaliana* natural accessions, the experiments were performed as described above using the F_Npoqr (5’-TGCTATCGCAAACGACGAGA-3’) and R_Npoqr (5’-TCAGTCCAACTGCTCGGTTC-3’) primers. For RNA sequencing, mature leaves of 4 week-old *Arabidopsis thaliana* and *Solanum lycopersicum* (Heinz genotype) were inoculated or not with the *S*. *sclerotiorum* strain 1980 in three independent biological replicates. The edge of developed necrotic lesions (15 to 30 mm diameter) was harvested and stored in liquid nitrogen. Samples were ground with metal beads (2.5 mm) in a Retschmill apparatus (24hertz for 2x1min) before solubilizing in 1mL Trizol reagent (ThermoFisher) and left for 5 min at RT. Chloroform (200 μL) was added and mixed thoroughly before incubating for 3 min at RT. After centrifugation at ~12,000g (4°C) for 15min, the upper aqueous phase was recovered and nucleic acids were precipitated by adding 2μL GlycoBlue (Ambion) and 500μL isopropanol (10 min at -20°C). After centrifugation at ~15,000g (4°C) for 15min, pellets were washed twice with 70% ethanol before drying and resuspended in RNAse-free water. To eliminate chloroform traces, water resuspended nucleic acids were further cleaned using an RNA extraction kit (Quiagen) following manufacturer’s instructions. Genomic DNA was removed by DNase treatment (TURBO DNase; Ambion) following manufacturer’s instructions. The quality and concentrations of RNAs preparations were assessed with an Agilent apparatus and chips (nano). Messenger RNAs sequencing was outsourced to Fasteris SA (Switzerland) to produce Illumina reads (1 x 125bp) using a HiSeq 2500 instrument (TrueSeq libraries). Reads were mapped on the TAIR10 version of *A*. *thaliana* genome or version 3 of *S*. *lycopersicum* genome using the RNA-Seq Analysis function of the CLC Genomics software with default settings. All raw and normalized RNA-seq data has been deposited in GEO (GSE106811). Total reads counts per gene were extracted and differential gene expression (log2 fold change) versus mock treated samples was calculated using the Bioconductor/DESeq2 (version 1.8.2) package. Log fold changes were quantile normalized using the preprocessCore package in R. We used the average of three biological replicates as raw gene expression values. GO enrichment analysis was performed using Fisher’s exact test implemented in the Blast2GO software [79], with annotations from Ensembl plants and using a using a 0.01 false discovery rate (FDR) threshold.

### Duplicated genes analyses

The list of old and recent duplicated gene pairs in *A*. *thaliana* was retrieved from [35]. To identify genes that duplicated in parallel in *A*. *thaliana* and *S*. *lycopersicum*, we used the Markov Cluster algorithm [36] implemented in Biolayout Express 3D [80] with default parameters, minimum cluster size = 4. The output of a self BlastP search with *A*. *thaliana* and *S*. *lycopersicum* complete proteomes with an e-value cutoff 1.0e^-90^ was used as input. Clusters containing two *A*. *thaliana* and two *S*. *lycopersicum* genes were considered for further analyses. Delta LFC was calculated as the difference between LFC for two duplicated genes in a given species.

## Supporting information

S1 File Related to Fig 1: Results of *S*. *sclerotiorum* disease symptom scoring for 84 *A*. *thaliana* accessions used in genome wide association mapping. The table includes the following fields: ecotypeid, ecotype identifier number from the 1001 genome project; ecotype name; DSI, disease severity index; DSI_stdev, standard deviation for DSI; count, number of plants analyzed.
(TXT) Click here for additional data file.

S2 File Related to Fig 1: Results of genome wide association mapping for quantitative resistance against *S*. *sclerotiorum* in a European population of *A*. *thaliana*. The coma-separated text file includes the following fields: chromosome, position, score, maf (minimum allele frequency), mac (minimum allele count), beta0, beta1, correlation, genotype_var_perc.
(TXT) Click here for additional data file.

S3 File Related to Fig 3: N-terminal sequence of the POQR locus in 8 *A*. *thaliana* accessions obtained by sequencing PCR products in FASTA format. (TXT) Click here for additional data file.

S4 File Related to Fig 3: cDNA sequences of *POQR* alleles in 46 *A*. *thaliana* accessions and *A*. *lyrata* in FASTA format; sequence alignment used to generate the phylogenetic tree of *POQR* in 46 *A*. *thaliana* accessions in clustal format; phylogenetic tree of *POQR* in 46 *A*. *thaliana* accessions in newick format. (TXT) Click here for additional data file.

S5 File Related to Fig 4: Protein sequences of POQR in 40 plant species in FASTA format; sequence alignment used to generate the phylogenetic tree of POQR in 40 plant species in clustal format; phylogenetic tree of POQR in 40 plant species in newick format. (TXT) Click here for additional data file.

S6 File Related to Fig 4. Ancestral sequence reconstruction of POQR in plants using FastML. Sequences of the joint reconstruction; probabilities of the joint reconstruction; tree in ancestor format.
(TXT) Click here for additional data file.

S7 File Related to Fig 5: cDNA sequences of *A*. *thaliana* and *S*. *lycopersicum* proteins from the prolyl-oligopeptidase family in FASTA format; sequence alignment used to generate the phylogenetic tree of *A*. *thaliana* and *S*. *lycopersicum* proteins from the prolyl-oligopeptidase family in FASTA format; Phylogenetic tree of *A*. *thaliana* and *S*. *lycopersicum* proteins from the prolyl-oligopeptidase family in newick format. (TXT) Click here for additional data file.

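S8 File gives for each gene the mean of normalized read counts (baseMean), the log2 fold change with its standard error, the test statistic and p-values of DESeq2, so its values rest on read counts, whereas the deposited files give RPKM. The log2 ratio of the mean deposited RPKM of inoculated to not inoculated plants was compared with the log2 fold change of the part of S8 File used here, for genes with a mean RPKM above 5 and a baseMean above 50. For 833 *A*. *thaliana* genes the file's value was higher by a median of 1.44, and the quartiles of the distance from that offset were -0.03 and 0.03. For 10 of these genes the distance from the offset was more than 1. The gene farthest from it was AT1G09200, a histone superfamily gene, for which the file's value is 8.99 and the log2 ratio of the deposited RPKM was 2.34. For 1551 *S*. *lycopersicum* genes the offset was 0.84, and 103 genes (6.64%) were farther than 1 from it. At least 11 of the 1551 genes changed in opposite directions by the file and by the deposited RPKM.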

S8 File Related to Fig 5: Expression upon infection by *S*. *sclerotiorum* for 28,642 *A*. *thaliana* genes and 28,801 *S*. *lycopersicum* genes. The tables include the output from DEseq2 differential expression analysis, including the log_2_ fold change of gene expression in *S*. *sclerotiorum*- vs mock-treated samples and adjusted p-values for differential expression. The QuantNormLFC column contains quantile normalized log_2_ fold changes, the “POP?” column indicates whether genes encode for prolyl-oligopeptidases (1) or not (0).
(XLSX) Click here for additional data file.

S9 File Related to Fig 5: GO ID, names and categories enriched both in tomato and *Arabidopsis thaliana* among upregulated or downregulated genes. Data obtained from Blast2GO enrichment analysis Fisher’s exact test with a FDR < = 0.01. Reference annotation used are *Solanum lycopersicum* (SL2.50) and *Arabidopsis thaliana* (TAIR10) from Ensembl plants.
(XLSX) Click here for additional data file.

S10 File Related to Fig 5: Duplicated gene pairs from *A*. *thaliana* and *S*. *lycopersicum* analyzed in this work. The table includes 2048 *A*. *thaliana* gene pairs identified by Blanc et al. 2004, 1843 pairs had expression values for both genes; and 266 clusters of genes that duplicated in parallel in *A*. *thaliana* and *S*. *lycopersicum* identified by Markov Chain clustering in this work, 252 clusters had expression values for all four genes.
(TXT) Click here for additional data file.

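Each line of S11 File gives the genes of a pair in *A*. *thaliana* and of a pair in *S*. *lycopersicum*, the quantile-normalized log2 fold change of each gene and the delta LFC of each pair. Of its 40 clusters, 24 have a delta LFC of at least 2 in both species by the paper's reported values. In 14 of those 24, each species has a gene whose reported quantile-normalized log2 fold change is at least 2. From the deposited RPKM, 17 of the 24 clusters could be fitted, and 15 of these 17 had a delta LFC of at least 2 in both species.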

S11 File Related to Fig 5: Table of duplicated gene pairs with one or more genes induced at least 4 times upon *S*. *sclerotiorum* infection in *A*. *thaliana* and *S*. *lycopersicum*, and showing convergent changes in gene expression. (XLSX) Click here for additional data file.

S1 Table Related to Fig 1: Top 10 SNP showing the best association score in our GWA analysis. The table provides position of the SNP, GWA score, maximum allele frequency (maf), maximum allele count (mac), predicted SNP effect, genetic context.
(XLSX) Click here for additional data file.

S1 Fig Related to Fig 2: Characterization of *poqr* mutant lines. (A) POQR gene intron/exon structure, showing the position of transfer-DNA insertions in *poqr-1* and *poqr-2* mutant lines and the position of oligonucleotide primers used in this work (arrowheads). Exons are color-coded according to the protein domain they encode, as shown in B. (B) Homology model of POQR protein structure showing the different domains. (C) Relative POQR gene expression in mock- and *S*. *sclerotiorum*-treated plants determined by quantitative RT-PCR. Significant differences to expression in the corresponding Col-0 samples was assessed by a Student’s t test (** p-value<0.05). Error bars show standard deviation from three biological replicates. (D) Development phenotype of 4-weeks old *poqr* mutant plants. (E) Size of disease lesions measured 36 hours after inoculation by *S*. *sclerotiorum*. Values shown correspond to n = 12 to 21 individual plants per genotype from two independent biological experiments. Significance of the difference from Col-0 was assessed by a Student’s t test with Benjamini-Hochberg correction for multiple testing (p-values indicated above boxes).
(TIF) Click here for additional data file.

S2 Fig Related to Fig 2: Expression pattern of *A*. *thaliana POQR* (At1g20380, red) and *POQR-like* (At1g76140, grey) genes in publicly available global transcriptome datasets. (A) Expression upon inoculation by the necrotrophic fungal pathogen *Botrytis cinerea* (GEO accessions GSE39598 and GSE70137). (B) Expression upon inoculation by the necrotrophic fungal pathogen *Alternaria brassicicola* and the bacterial pathogen *Pseudomonas syringae* pv. *maculicola* (GEO accessions GSE50526 and GSE45690). (C) Expression upon inoculation by the biotrophic fungal pathogen *Golovinomyces orontii* (GEO accession GSE13739). (D) Expression upon inoculation by the bacterial pathogen *P*. *synringae*, the necrotrophic fungal pathogen *A*. *brassicicola*, and the insect pathogens *Pieris rapae*, *Frankliniella occidentalis* and *Myzus persicae* (GEO accession GSE5525). (E) Expression upon inoculation by the oomycete biotrophic pathogen *Hyaloperonospora arabidopsidis* (GEO accession GSE37255). (F) Expression upon root inoculation by the necrotrophic fungal pathogen *Fusarium oxysporum* (GEO accession GSE15236). (G) Expression upon treatment by *F*. *oxysporum* protein elicitor NEP1 (GEO accession GSE4638). Values shown are log2 induction ratio compared to mock treated plants or non-inoculated plants. Error bars show standard deviation of the mean for all biological replicates available. Experiments were performed on Col-0 accession except for (E) in Ws-4. Dpi, days post inoculation; hpi, hours post inoculation.
(TIF) Click here for additional data file.

S3 Fig Related to Fig 4: Molecular and phenotypic analysis of tomato plants silenced for *SlPOQR* by VIGS. (A) Phenotype of 24 days-old wild type and *A*. *tumefaciens*-infiltrated tomato plants at the time of *S*. *sclerotiorum* inoculation. Normalized relative expression of the *SlPOQR* gene (*Solyc04g082120*) (B) and its closest homolog (*Solyc08g022070*) (C) in plants scored for *S*. *sclerotiorum* colonized area (Fig 4C). Values are shown for n = 16 individual plants per treatment from two independent biological experiments. Significance of the difference from wild type was assessed by a Student’s t test with Benjamini-Hochberg correction for multiple testing (p-values indicated above boxes). (D) Representative pictures of area colonized by *S*. *sclerotiorum* expressing GFP in tomato plants 24 hours after inoculation. Bar = 2.5 mm.
(TIF) Click here for additional data file.

S4 Fig Related to Fig 5: Phylogeny and domain structure of prolyl-oligopeptidases (POP) from *A*. *thaliana* and tomato. (A) Maximum likelihood phylogenetic tree of *A*. *thaliana* POPs. (B) Predicted domain structure of *A*. *thaliana* POPs. (C) Maximum likelihood phylogenetic tree of *S*. *lycopersicum* POPs. (D) Predicted domain structure of *S*. *lycopersicum* POPs.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

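Leaf RNA of *A*. *thaliana* and *S*. *lycopersicum*, inoculated or not with *S*. *sclerotiorum*, was sequenced in 3 biological replicates per species and treatment, 12 libraries in all. The paper calls the control plants mock-treated in most places, whereas its description of the plants for sequencing and the sample labels say not inoculated, and the latter term is used here. The authors mapped the reads with the RNA-Seq Analysis function of CLC Genomics on TAIR10 for *A*. *thaliana* and on version 3 of the *S*. *lycopersicum* genome, and deposited for each library a list of gene identifiers with RPKM values (mapped reads relative to exon length and to all mapped reads of the library). These values include the division by gene length and by the mapped reads of the library, and no further scaling between libraries. The read counts from which the authors calculated fold changes with DESeq2 are not among the values used here, so that test was not repeated.

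The analysis had been planned for read counts. Since the files hold RPKM, the choices that depend on this unit, which are the pseudocount, the filter on low values and the use of limma in place of a count model, were made after the files had been seen. Library scaling was kept as planned in kind: a trimmed mean of log ratios, without weights, with 30% of the log ratios and 5% of the mean expression values trimmed at each end, was applied to the RPKM. Genes with an RPKM of at least 1 in at least 3 of the 6 libraries of a species were kept. The log2 of the scaled RPKM plus a pseudocount of 0.1 was fitted per species with limma (lmFit and eBayes with a mean-variance trend), with treatment as the single factor, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called upregulated or downregulated at a log2 fold change beyond 1.5 and an adjusted p-value below 0.01, and *POP* genes at the adjusted p-value alone, the thresholds of the paper. On the log2 scale a value near the pseudocount limits the fold change, so falls to a few reads are less steep than the reads alone would give.

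For delta LFC, the log2 fold changes of both species were quantile-normalized to the mean of their quantiles. The log2 ratio of POQR to its paralog in each library was compared between treatments by an exact two-sided permutation test, whose smallest possible p is 0.1 with 3 against 3. The log2 ratios of all duplicated pairs were tested with limma. Medians of gene sets were placed among 10000 random lists of the same size, matched on mean expression in 20 bins. The sets were photosystem genes by symbol, set before the files were read, and peroxidase, proteasome and protein kinase genes by product name, added later. A GO enrichment was not repeated, and *S*. *lycopersicum* genes carry no names here because the files do not pair identifiers with names.

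Genes named in the text are the 24 *POP* genes, the genes of the clusters labelled in Fig 5D (POQR, UCP, ADK, PHT4 and ARIA), genes of fitted clusters whose value lies farther than 1 from that in S11 File, the *A*. *thaliana* gene farthest from the offset to S8 File (AT1G09200), chosen after the comparison had been seen, and, in each species, the 2 genes with the largest rise and the 2 with the largest fall among those with an adjusted p-value below 0.01, all inoculated libraries on the same side of all not inoculated ones, and a mean RPKM of at least 5, which stands for the planned minimum mean count. *A*. *thaliana* symbols, product names and coordinates come from the TAIR10.1 annotation, where 31225 of the 31435 identifiers (99.3%) were found.

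The depth of each library was worked out from the RPKM. In *A*. *thaliana*, 99.3 to 99.6% of the low values, multiplied by the summed exon length of the gene, were whole multiples of a single number per library, and in *S*. *lycopersicum* the depth was the one at which the values of 12 *POP* genes, with the cDNA lengths of S7 File, all gave whole reads. The length of *SlPOQR*, 2664 bases, was inferred from its values. Inoculated libraries had fewer mapped reads than not inoculated ones, so genes with an RPKM near 1 rest on few reads after inoculation. Read counts worked out in this way cover counting error only and say nothing about reads the authors' mapping left out or shared between copies.

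Groups of same-numbered libraries come from the replicate numbers of the sample labels. The replicate number was added to the fit as a block in an alternative, and its results stand beside those without it. Since each number occurs once in each treatment, the block cannot change a fold change, a delta LFC or a median of them, and only p-values and the counts that use them can differ. Further alternatives were median-ratio size factors, the RPKM as deposited, no filter on low values, quantile-normalized log2 fold changes, an adjusted p-value threshold of 0.05, a limma test of a change larger than 1.5 (treat), and leaving out each library in turn. Keeping the genes of the full fit in the latter was decided after a first form, with the filter applied again to 5 libraries, had dropped genes expressed in a single condition. Pseudocounts of 1 and 0.01, a minimum mean RPKM of 1, and limma-voom on the reads worked out for *A*. *thaliana* were added after the data had been seen.

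The fits were tested on simulated data drawn from the real *A*. *thaliana* means and depths. Of 197 genes changed by known amounts among 15843 fitted genes, 97.5% were recovered, and 1 of 15646 unchanged genes was called. When 20 percent of genes were raised 8-fold in addition, 95.4% of 196 changed genes were recovered with the trimmed mean and 66.8% with unscaled RPKM, and 9 and 2875 of 12089 unchanged genes were called. In that simulation the trimmed mean left the unchanged genes at a median log2 fold change of -0.26. In the real *A*. *thaliana* data, 4012 of 15894 fitted genes were upregulated and 5070 downregulated, more than either simulation changed. The simulations also gave all genes the same spread between replicates beyond counting error. Their rates therefore need not hold for the real comparisons.

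R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and Biopython 1.88 were used.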

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

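The tests of library scaling below were chosen only after the result was seen, and the test of shared words was set before.

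The paper does not discuss the genes with the largest rise in either species, and they are reported here because their signal after inoculation lies far above that of the not inoculated libraries. In *A*. *thaliana* these were CYP71A13 (AT2G30770), with a log2 fold change of 13.47, and CYP71B21 (AT3G26190), with 13.28. In *S*. *lycopersicum* they were Solyc04g072280, with 13.69, and Solyc04g054257, with 12.68. In each case all 3 inoculated libraries lay above all 3 not inoculated ones.

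Scaling of the libraries could raise every fold change, but with the RPKM as deposited the smaller of the *A*. *thaliana* log2 fold changes was still 12.02 and the smaller of the *S*. *lycopersicum* ones 12.0097, so scaling does not account for these rises. Reads shared between near-identical genes could place reads of another gene on these: at most 20.3% of the words of 50 bases of either *A*. *thaliana* gene occur elsewhere among the genes, which leaves most of each gene distinct. For the *S*. *lycopersicum* genes this was not tested, because no sequence of that genome was used here. Whether reads of the fungus itself map to any of these genes was not tested either, since no sequence of *S*. *sclerotiorum* was used. The rises are larger than the spread between replicates, but with these explanations open they cannot be called a response of the plant, and that reading stays a hypothesis.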

How the results depend on the processing

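The alternatives were set before the data were examined, apart from the pseudocounts of 1 and 0.01, the minimum mean RPKM, limma-voom, the ratio of the deposited RPKM of POQR and its paralog and everything on the peroxidase, proteasome and protein kinase sets, which were chosen after seeing the data. The fits that each left out a library were set before as well, but keeping the genes of the full fit in them was decided after a first form, with the filter applied again, had dropped genes. Where no reason is given, the cause was not tested.

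A count was taken as kept if it stayed within 1.5 times its main value. A fold change with a p-value was kept if its direction and side of the threshold held, whatever its size. Other values were kept if their direction held and they moved by less than their spread between replicates. Settings that cannot change a value, such as the replicate block for a delta LFC, are counted too. Over the alternatives other than leaving out a library, 185 of 220 values of the comparisons were kept. Of the others, 4 became weaker, 26 moved and 5 reversed. Among single named genes and clusters, 350 of 379 values were kept, and of the others 10 became weaker, 4 became stronger, 8 moved and 7 reversed. In the fits that each left out a library, 147 of 162 values of the comparisons were kept. Of the others, 4 became weaker, 9 moved and 2 reversed. Of 270 values of single genes and clusters, 248 were kept in these fits, and the 22 others became weaker.

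With the RPKM as deposited, the fold changes of all genes moved by a median of -1.52 in *A*. *thaliana* and -0.85 in *S*. *lycopersicum*, and with median-ratio size factors by -0.12 and -0.00. Under the former, 2207 genes were upregulated and 8537 downregulated in *A*. *thaliana*, and 1633 and 6013 in *S*. *lycopersicum*. The same setting left 1 upregulated *POP* gene in each species and 1 *POP* gene with a log2 fold change above 1.5, and 5 clusters with a paralog induced 4-fold in both species. *SlPOQR* then had a log2 fold change of 1.60 (limma adjusted p = 0.0383) and AT1G76140 one of 0.23 (limma adjusted p = 0.225), both no longer past the threshold, and Solyc08g022070 reversed to -0.80. These differences from the scaled values are close in size to the shift of all genes in the species. The medians of the photosystem, peroxidase, proteasome and protein kinase genes were -5.82, 1.00, -0.66 and -1.48, of which those of the proteasome and protein kinase genes reversed. Single genes that reversed with the RPKM as deposited were AT2G47390 (-1.26), AT5G24260 (-0.058), AT5G63400 (-0.97), Solyc07g041200 (-0.65), Solyc03g083330 (-0.47), Solyc02g090180 (-0.62) and Solyc02g050240 (-0.45). With median-ratio size factors the median of the protein kinase genes reversed to -0.0699.

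Without a filter on low values, 1 *POP* gene was upregulated in *S*. *lycopersicum*, since *SlPOQR*, with the same log2 fold change of 2.44, no longer had an adjusted p-value below 0.01 (limma). The medians of the peroxidase and protein kinase genes became 0.44 and -0.10 there, the latter reversed. With quantile-normalized log2 fold changes, the photosystem genes median log2 fold change was -3.84, the peroxidase genes median log2 fold change was 2.05 and the proteasome genes median log2 fold change was 0.74. Without quantile normalization the median delta LFC of the duplicated pairs was 1.85. The limma test of a change larger than 1.5 left 2649 upregulated and 2739 downregulated genes in *A*. *thaliana*, and 1143 and 962 in *S*. *lycopersicum*. The replicate block can change p-values alone, and with it 4021 genes were upregulated and 4983 downregulated in *A*. *thaliana*, and 2642 and 3199 in *S*. *lycopersicum*. Among the single genes followed, AT5G63400 (ADK1) and Solyc09g031700 lost their call with it. An adjusted p-value threshold of 0.05 moved no count by more than 1.5 times.

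A pseudocount of 1 gave a delta LFC of 3.42 for the *A*. *thaliana* POQR pair, a median delta LFC of 1.38 for the duplicated pairs, and medians of -3.90 and 1.54 for the photosystem and peroxidase genes. A pseudocount of 0.01 left 1 upregulated *POP* gene in *S*. *lycopersicum*, with *SlPOQR* at 2.49 and no longer past the threshold. The ratio of the deposited RPKM without scaling or pseudocount gave 5.44 for the *A*. *thaliana* POQR pair. This is not quantile-normalized and compares with 5.15 from the scaled values, so most of its distance from the quantile-normalized delta LFC of 4.63 comes from leaving out that step.

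Leaving out each library in turn gave 1 to 2 upregulated and 3 to 5 downregulated *POP* genes in *S*. *lycopersicum*, and a log2 fold change of *SlPOQR* from 2.11 to 2.98, past the threshold in 2 of 6 fits. The log2 fold change of Solyc08g022070 ranged from -0.0751 to 0.216, with 1 fit below 0. The median of the photosystem genes ranged from -4.57 to -4.10, and that of the protein kinase genes from -0.0221 to 0.121, with 1 fit below 0. *AtPOQR* stayed between 6.56 and 7.17 and past the threshold in all 6 fits. The number of upregulated *POP* genes in *A*. *thaliana* ranged from 2 to 3, since AT5G24260 lost its call in 1 fit.

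The alternatives that needed read counts were not run: DESeq2 with and without shrinkage of fold changes, a minimum mean of 10 counts, a prior count of 0.5, and a count of 1 added in the log2 ratio. The count model planned as the main test was replaced by limma for the same reason. The depth of the inoculated libraries limits what can be said on genes that fall: AT1G69020, for example, rests on 0 to 5 reads per inoculated library, and its log2 fold change was -3.52.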

Differences from the paper's values

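Both the paper and the deposited RPKM give a number of *S*. *lycopersicum* *POP* genes upregulated after inoculation, which is the paper's 1 and was 2 here. With the RPKM as deposited, without a filter on low values, and without inoculated replicate 1, inoculated replicate 2, not inoculated replicate 1 or not inoculated replicate 3 of *S*. *lycopersicum*, it was 1, in each case because *SlPOQR* no longer passed. Median-ratio size factors, the replicate block, quantile-normalized log2 fold changes, an adjusted p-value threshold of 0.05 and leaving out either other library gave 2. A pseudocount of 0.01, which was chosen after seeing the values, also gave 1.

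The number of *POP* genes of both species with a log2 fold change above 1.5 was 4, against the paper's 2. It was 3 without a filter on low values, with quantile-normalized log2 fold changes, and without inoculated replicate 1 or 2 or not inoculated replicate 1 or 3 of *S*. *lycopersicum*, which brings it within 1.5 times the paper's value. The list of genes comes nearer to the paper's with quantile normalization alone, where AT1G76140 drops out, since in the other fits *SlPOQR*, which the paper counts, is the gene that is lost. A pseudocount of 0.01, chosen after seeing the values, also gave 3. It was 1 with the RPKM as deposited, and the other alternatives set before the data were examined gave 4 or 5.

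The number of clusters with a delta LFC of at least 2 and a paralog induced 4-fold in both species was 11, against the paper's 24. Here it was counted over the 31 fitted clusters among the 40 of S11 File. The alternatives set before the data were examined (with the genes of the full fit kept when a library was left out, which was decided later) gave 5 to 13 and none closed the gap, with 13 when no filter was applied. Much of it does not come from the expression values: by the paper's values in S11 File, 14 of its 24 clusters meet both criteria, and 17 of the 24 could be fitted here, of which 10 met them.

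The quantile-normalized log2 fold change of Solyc08g022070 was 0.0025, while the paper's value in S11 File is -0.0945, so the signs differ although the values lie close together. Among the 124 genes of the fitted clusters, 9 have the opposite sign to the paper's value in S11 File, and 6 lie farther than 1 from it. Solyc06g060880 is in both groups, with -4.73 against the paper's 2.53. Its mean RPKM fell from 9.90 to 0.222, and the alternatives set before the data were examined gave -5.66 to -4.28, so none closed that gap, whose cause was not tested. The others farther than 1 are AT1G61580 (0.36, the paper's 4.24), Solyc07g045100 (2.71, the paper's 5.85), Solyc02g091650 (5.61, the paper's 2.90), AT2G35660 (-4.02, the paper's -2.92) and Solyc02g005350 (0.35, the paper's 1.36). For Solyc08g022070, the value was -0.05 with median-ratio size factors, and -0.16, -0.05 and -0.06 without inoculated replicate 3, not inoculated replicate 1 and not inoculated replicate 2, which have the paper's sign. The other alternatives set before the data were examined did not close the gap.

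The quantile-normalized log2 fold change of Solyc07g041200 was 0.20, and the paper's value is about -0.25 in Fig 5B, read by eye. None of the alternatives set before the data were examined closed the gap, and with the RPKM as deposited it was -0.998.

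The quantile-normalized log2 fold change of Solyc05g041530 was 2.50, and the paper's value is about -3.4 in Fig 5B, read by eye. None of the alternatives set before the data were examined closed the gap, the lowest of them being 1.31 with the RPKM as deposited. The paper names *SlPOQR* as the sole upregulated *POP* gene of *S*. *lycopersicum*, and here Solyc05g041530 was upregulated as well. The paper counts *AtPOQR* and *SlPOQR* alone above the threshold on fold change, and here Solyc05g041530 was above it too. AT1G76140 was above it before quantile normalization, and after it the value was 1.44, near the paper's 1.4001 in S11 File, with both below the threshold. That value lay close to the threshold, and was 1.51 without inoculated replicate 1 of *A*. *thaliana*.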

Other observations

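The tests on not inoculated replicate 2 of *S*. *lycopersicum* and on Solyc05g041530 were chosen only after the result was seen, and the others were set before.

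The libraries of a species can be split into other groups of 3 against 3. Since the groups share replicate numbers, the real split was compared with the splits that part all 3 same-numbered pairs, which are 4 per species with the real one included and 16 for results that join both species. For the numbers of upregulated and downregulated genes and *POP* genes in each species, and for the median delta LFC, the number of duplicated pairs with a delta LFC of at least 2 and the number of those with a tested difference, 1 of the 4 splits gave a result as large, the real one. For the number of *POP* genes with a log2 fold change above 1.5 and both counts of clusters, it was 1 of the 16 combinations. The other 6 splits of each species part 1 pair each and gave 0 genes past both thresholds at most. A share below 1 of 4, or 1 of 16, was not possible whatever the data, so this test could not have excluded a lucky grouping and says nothing against these results.

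Inoculated libraries have lower depth, which could lower the number of reads on weak genes and so raise the number of downregulated genes. When the reads worked out for the not inoculated *A*. *thaliana* libraries were thinned to the depth of the inoculated ones, 4846 genes were downregulated, against 5070, so depth accounts for little of this count.

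Of the *A*. *thaliana* genes with a mean RPKM of at least 1, 74.8% had a lower deposited RPKM after inoculation, with 72.6% in *S*. *lycopersicum*. A few genes taking most of the reads could cause this. When the 100 highest genes of every library were removed and the remainder was rescaled to an equal total, the median log2 change went from -1.83 to -1.63 in *A*. *thaliana* and from -0.93 to -0.87 in *S*. *lycopersicum*, so in *A*. *thaliana* the highest genes account for a small part of the shift. In *S*. *lycopersicum* they cannot account for the fall, since the removed genes held 36.2% of the RPKM in not inoculated and 31.2% in inoculated libraries, and the small move there comes with the rescaling. RPKM shows shares of a library and not amounts of RNA, and no test here separates a fall of most genes from a rise of a larger group of others.

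The rise of *AtPOQR* could come from reads of its paralog AT1G76140 if these genes shared sequence. The share of words of 50 bases in common was 0.0%, so such reads do not account for it, and its scaled and deposited log2 fold changes were 6.94 and 5.49.

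AT1G09200 and other genes have another log2 fold change in S8 File than the deposited RPKM give. Reads shared between near-identical genes could be treated differently in counts and in RPKM, so the share of words of 50 bases found in other genes was compared. It averaged 6.71% in the 10 genes far from the common offset and 4.12% in 823 others (permutation test, one-sided, p = 0.21). This does not settle whether sharing is the reason. The median was 0.0% in both groups, and AT1G09200 itself had 0.0%. However, 2 of the 10 genes had more than 10%, so sharing stays possible for those 2, and the reason for the others was not found.

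Duplicated pairs differ in their response, but so would any pair of genes. The lower end of the central 95% of random pairings of the same genes was a median delta LFC of 2.30, above the 1.58 of the listed pairs, so duplicates respond more alike than random pairs, and the divergence is smaller than that of unrelated genes. Noise of genes with low expression could also produce differences. When the pairs were put in 3 groups by mean expression, 35.1% of those with the highest expression had a delta LFC of at least 2. Among those with the lowest it was 50.1%. Low expression therefore does not account for all of the share, and whether noise causes the higher share there was not tested. Of all pairs with a delta LFC of at least 2, 94.2% passed the limma test against the spread between replicates.

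In 57.6% of pairs the copy with the lower expression in not inoculated replicate 1 was the more induced one, measured against not inoculated replicates 2 and 3. Genes with low expression may rise more whether duplicated or not, and random pairings of the same genes gave 57.4 to 61.9% (central 95%), so this explanation remains and nothing specific to duplicates was seen.

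Not inoculated replicate 2 of *S*. *lycopersicum* lay toward the inoculated libraries, at 0.165 of the way from the other not inoculated libraries, where replicates 1 and 3 lay at -0.101 and 0.0076. RNA or reads of inoculated plants mixed into this library would raise all induced genes by a like part of their inoculated level. The limits on rise and level were set after a first run over all strongly rising genes, many with too few reads in this library, which had the same outcome. Over 211 genes that rise by more than 6 on the log2 scale to an RPKM of at least 100, this part had quartiles of 0.118% and 3.23%, a ratio of 27.3. When 1.09% of an inoculated library was added by calculation to not inoculated replicate 1 or 3, a reference made after the result was seen, the ratio was 1.52 to 2.76 over the 6 combinations. A uniform mixture alone therefore does not account for the pattern, while a mixture together with differences between the plants is not excluded. *SlPOQR* was highest in this library among the not inoculated ones, and without it the log2 fold change of this gene was 2.92. Whether these plants differed in state was not tested.

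Solyc05g041530 rose after inoculation. Scaling of the libraries could turn a fall into a rise, but its lowest log2 fold change under 3 scalings was 1.05. Another gene model under the same identifier could hold other reads. However, the RPKM times the cDNA length of S7 File gave whole reads in 6 of 6 libraries. The depth was found from the 11 other *POP* genes, and the values lay at most 0.042 from a whole number. A first form of this test had used a depth found with the gene itself included, and its outcome was the same. These tests leave the direction in the deposited values as a rise, and the difference from Fig 5B without a known reason.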
